# The role of mechano-regulated YAP/TAZ in erectile dysfunction

**DOI:** 10.1038/s41467-023-39009-z

**Published:** 2023-06-23

**Authors:** Mintao Ji, Dongsheng Chen, Yinyin Shu, Shuai Dong, Zhisen Zhang, Haimeng Zheng, Xiaoni Jin, Lijun Zheng, Yang Liu, Yifei Zheng, Wensheng Zhang, Shiyou Wang, Guangming Zhou, Bingyan Li, Baohua Ji, Yong Yang, Yongde Xu, Lei Chang

**Keywords:** Mechanisms of disease, Diseases, Sexual dysfunction

## Abstract

Phosphodiesterase type 5 inhibitors (PDE5is) constitute the primary therapeutic option for treating erectile dysfunction (ED). Nevertheless, a substantial proportion of patients, approximately 30%, do not respond to PDE5i treatment. Therefore, new treatment methods are needed. In this study, we identified a pathway that contributes to male erectile function. We show that mechano-regulated YAP/TAZ signaling in smooth muscle cells (SMCs) upregulates adrenomedullin transcription, which relaxed the SMCs to maintain erection. Using single-nucleus RNA sequencing, we investigated how penile erection stretches the SMCs, inducing YAP/TAZ activity. Subsequently, we demonstrate that YAP/TAZ plays a role in erectile function and penile rehabilitation, using genetic lesions and various animal models. This mechanism relies on direct transcriptional regulation of adrenomedullin by YAP/TAZ, which in turn modulates penile smooth muscle contraction. Importantly, conventional PDE5i, which targets NO-cGMP signaling, does not promote erectile function in YAP/TAZ-deficient ED model mice. In contrast, by activating the YAP/TAZ-adrenomedullin cascade, mechanostimulation improves erectile function in PDE5i nonrespondent ED model rats and mice. Furthermore, using clinical retrospective observational data, we found that mechanostimulation significantly promotes erectile function in patients irrespective of PDE5i use. Our studies lay the groundwork for exploring the mechano-YAP/TAZ-adrenomedullin axis as a potential target in the treatment of ED.

## Abstract (web summary)

Phosphodiesterase type 5 inhibitors (PDE5is) are used to treat erectile dysfunction, however, not all patients respond to PDE5i treatment. Here the authors report that YAP/TAZ activity contributes to erectile dysfunction and targeting YAP/TAZ improves erectile function in a PDE5i non-respondent rat model.

## Introduction

Erectile dysfunction (ED), also known as impotence, is characterized by the inability to maintain sufficient rigidity of the penile erection to accomplish copulation. An erection is accomplished by arterial dilation smooth muscle relaxation, and venous constriction around the penis. Consequently, the corpus cavernosum fills with and retains blood to achieve and maintain an erection^1,2^. The most commonly used medicines for ED are phosphodiesterase type 5 inhibitors (PDE5i), widely known by its commercial name Viagra^3^. PDE5is bind to the catalytic site of PDE5 to block the degradation of cGMP in smooth muscle cells (SMCs), thereby potentiating the effects of cGMP on smooth muscle relaxation to prolong erections^4^. PDE5is, such as sildenafil and tadalafil, are the most common clinically used drugs to treat ED. However, approximately 30% of ED patients are classified as “nonresponders” to PDE5is^5^, spurring interest in finding new treatment options.

During clinical practice, physiotherapies, such as vacuum erection devices (VEDs) and shock wave therapy (SWT), have been widely used to treat ED patients. VED relies on negative pressure to draw blood into the penis, and repeated application has been shown to improve ED^1,3,6,7^. SWT consists of noninvasive low-intensity sound waves that pass through erectile tissue, restoring natural erectile function^3,8^. However, the underlying mechanism of these treatments remains to be elucidated.

Here, we have identified the activation of YAP/TAZ through the stretching of SMCs as a contributing factor in maintaining an erection. Nuclear YAP/TAZ directly regulates the transcription of adrenomedullin (ADM), a locally acting hormone controlling vascular tone. Diffusing ADM promotes smooth muscle relaxation to sustain an erection. Thus, our work elucidated a physiological step in penile erection and identified a mechano-regulated YAP/TAZ-ADM molecular axis as its underlying molecular mechanism.

## Results

### An erect penis mechanically stretches SMCs and activates YAP/TAZ

Healthy men experience nocturnal penile tumescence (NPT), which is the spontaneous erection of the penis during sleep, and its regular occurrence of three to five times a night is a widely known clinical hallmark of erectile function^9^. Men with the onset of ED lose NPT, and the penis remains in its flaccid/unstretched state throughout the night (Fig. 1a–c). Traditionally, penile tissue exhibits high rigidity and stretching during erection. In our study, during a penile erection, the intracavernous pressure (ICP) increased penis oncotic pressure and sustained erection, which indicated that the penis had high expansion pressure and rigidity during erection in control mice, while ED model mice exhibited a flaccid/unstretched penis and lost the mechanical stimulation (Fig. 1d, Fig. S1a). These clinical and experimental observations raise the question of whether sporadic stretching of the penis and its associated mechanical stimulation are necessary to maintain the function of penile erection.

**Fig. 1:**
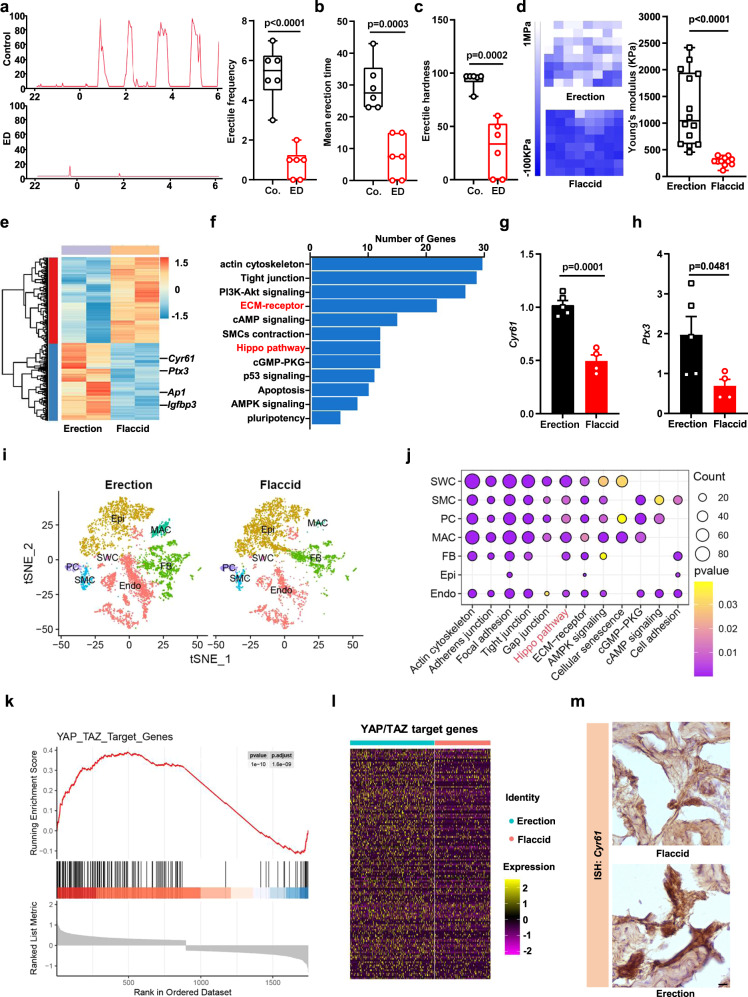
An erect penis mechanically stretches SMCs and activates YAP/TAZ. Representative images of the NPT from healthy men (**a**, upper) and ED patients (**a**, bottom) during their sleep. The erectile frequency (**a**, right), mean erection time (**b**) and erectile hardness (**c**) between healthy men and ED patients were quantified. *n* = 6 biologically independent samples. **d**, AFM stiffness map images (left) and quantifications (right) of the stiffness from the flaccid penis (*n* = 11) and erectile penis (*n* = 14) of mice. Each point represents a detected area from 3 mice. **e**–**f** Heatmap and KEGG signaling pathways show the significantly changed genes and signaling pathways between the erectile penis and flaccid penis of mice. **g**, **h** The expression of the YAP/TAZ target genes *Cyr61* and *Ptx3* from the erectile penis (*n* = 5) and flaccid penis (*n* = 4) of mice. Data are presented as the mean ± sem. **i** T-distributed stochastic neighbor embedding (t-SNE) plot of single cell under flaccid and erection conditions. **j** Representative KEGG signaling terms enriched in genes differentially expressed between flaccid and erection group for each cell type. **k** GSEA analyze of YAP/TAZ target genes between flaccid and erection conditions of SMCs. **l** Heatmap plots of YAP/TAZ target genes between flaccid and erection conditions in SMCs. **m** Representative ISH images of the YAP/TAZ target genes *Cyr61* from mice’s flaccid and erectile penis, the experiments were repeated three independent times with similar results. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. The statistical analysis was calculated by two-sides unpaired Student’s *t*-test, the confidence interval is 95%. Scale bars, 10 µm. Source data are provided as a Source Data file.

To determine the pathways most prominently regulated by penile erection, we performed global transcriptome sequencing and KEGG pathway analyses on the erectile and flaccid penis of mice. We identified that cellular contraction, cytoskeleton organization, cAMP regulation, cGMP regulation, and the Hippo pathway were affected during penile erection (Fig. 1e, f). YAP and TAZ are downstream effectors of the Hippo pathway and regulate cell growth and plasticity during development and tissue regeneration^10–14^. YAP/TAZ is also an essential sensor through which cells detect the mechano-microenvironment of their surrounding tissue by mechanotransduction^15–18^. Here, we found that the expression levels of the YAP/TAZ transcriptional targets *Cyr61* and *Ptx3* in the erect penis were much higher than in the flaccid penis (Fig. 1g, h).

Next, to evaluate the changes in gene expression at single-cell resolution during the erection, we performed single nucleus RNA sequencing on flaccid (*n* = 4744 cells) and erect penis (*n* = 5650 cells) samples. Using graph-based clustering, we identified different cell populations, such as SWCs (schwann cells), SMCs (smooth muscle cells), PCs (pericytes), MACs (macrophages), FBs (fibroblasts), Epis (epithelial cells), and Endos (endothelial cells), based on canonical cell type marker gene expression (Fig. S1b, c). As expected, there were no significant changes in the cell components of the flaccid and erect penis (Fig. 1i). Next, we performed KEGG analysis to identify the most important changes in cellular function that occur during erection. Several pathways were altered during penile erection, including actin cytoskeleton-related pathways, ECM receptor-related pathways, the Hippo pathway, and cAMP and cGMP regulatory pathways (Fig. 1j). Among all identified cell types, SMCs caught our attention due to their central role in sustaining a penile erection. Then, through motif enrichment analysis based on differentially expressed gene sets between erection and flaccid conditions in SMCs, we identified the AP1 binding motif as a highly enriched regulatory element (Fig. S1d). It has been previously shown that AP1 and TEAD serve as YAP/TAZ transcriptional platforms, suggesting that YAP/TAZ may play an essential role during penile erection control^19^. Next, we analyzed the YAP/TAZ transcriptional target gene changes between flaccid and erection conditions from our single-nucleus RNA-seq data. GSEA and heatmap results showed that the YAP/TAZ activity signature dramatically increased in penile SMCs during erection (Fig. 1k, l, S1e). Moreover, in situ hybridization (ISH) for *Cyr61* mRNA, as a canonical YAP/TAZ target gene, exhibited higher staining levels in the SMCs of the erect penis than in those of the flaccid penis, implying that YAP/TAZ in penile SMCs responds to mechanical stretch (Fig. 1m). Collectively, these data indicated that an erection stretches penile SMCs and activates the YAP/TAZ mechanoresponse.

### YAP/TAZ modulates erectile function and facilitates restoration in ED model mice

We have shown that an erection stretches SMCs, which is a mechano-signal that links the erection of the penis with YAP/TAZ activity. We next investigated the role of YAP/TAZ in normal erectile function. We asked whether maintaining YAP/TAZ activity in a healthy penis is essential for erectile function. To address this question, we used *Myh11Cre*^*ERT2*^*;Yap*^*fl/+*^*;Taz*^*fl/fl*^ (*Taz* cKO), *Myh11Cre*^*ERT2*^*;Yap*^*fl/fl*^*;Taz*^*fl/+*^ (*Yap* cKO) and *Myh11Cre*^*ERT2*^*;Yap*^*fl/fl*^*;Taz*^*fl/fl*^ (*Y/T* cKO) mice to deplete YAP/TAZ from SMCs and identify the changes in erectile function. Interestingly, both *Taz* cKO and *Yap* cKO mice exhibited erectile dysfunction. Moreover, erectile function was abolished in *Y/T* cKO mice (Fig. 2a). Next, we used verteporfin to inhibit YAP/TAZ transcriptional activity in healthy male mice to identify changes in erectile function. The results showed that erectile function was impaired after 14 days of verteporfin treatment (Fig. 2b). We next assessed the YAP/TAZ activity states in patients suffering from ED. Compared to control samples, ED patient samples exhibited remarkably lower TAZ protein levels in the SMCs of the corpus cavernosum (Fig. 2c). These results suggest that the loss of YAP/TAZ activity could potentially lead to symptoms of erectile dysfunction (ED), highlighting the importance of YAP/TAZ in maintaining normal erectile function in the penis.

**Fig. 2:**
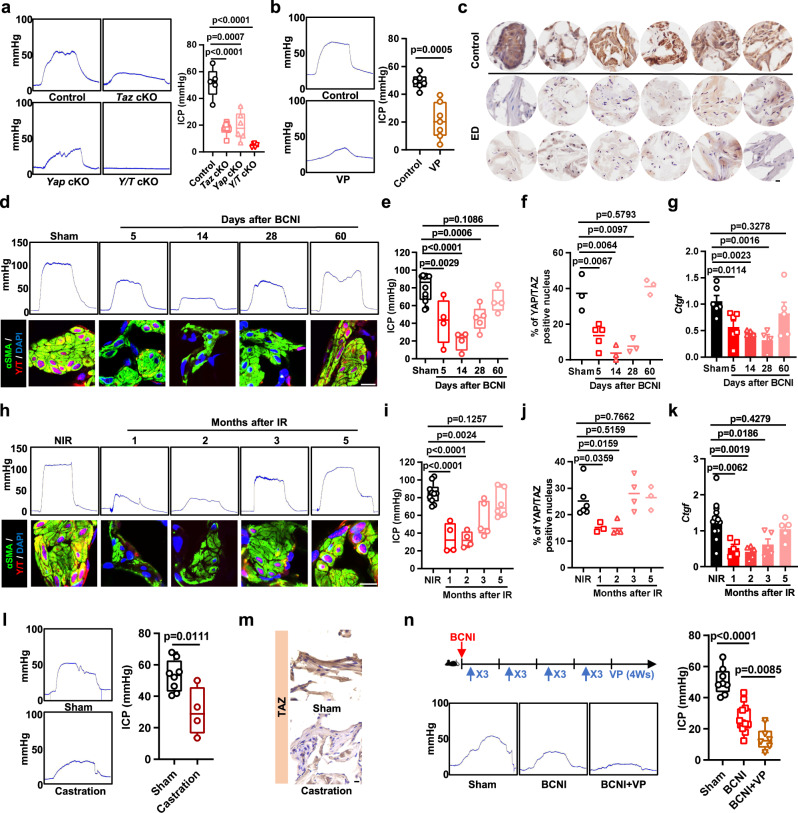
YAP/TAZ modulates erectile function and facilitates restoration in ED model mice. **a** ICP from wild-type (Control, *n* = 5), *Myh11Cre*^*ERT2*^*; Yap*^*fl/+*^*; Taz*^*fl/fl*^ (*Taz* cKO, *n* = 10), *Myh11Cre*^*ERT2*^*; Yap*^*fl/fl*^*; Taz*^*fl/+*^ (*Yap* cKO, *n* = 6) and *Myh11Cre*^*ERT2*^*; Yap*^*fl/fl*^*; Taz*^*fl/fl*^ (*Y/T* cKO, *n* = 5) mice. **b** ICP from the control (*n* = 6) and verteporfin-treated (*n* = 7) mice. **c** Immunohistochemistry images of TAZ from control and ED patients, each image represents a human sample, the experiments were repeated three independent times with similar results. **d** ICP (upper panel) and immunofluorescence images (bottom panel) of YAP/TAZ from sham rats and the indicated time points of the BCNI-induced rat ED models. **e** Quantification of the ICP in sham rats (*n* = 12) and 5 days (*n* = 4), 14 days (*n* = 4), 28 days (*n* = 5) and 60 days (*n* = 4) indicated time points of the BCNI-induced rat ED models. **f** Quantification of immunofluorescence images of YAP/TAZ (red), αSMA (green) and DAPI (blue) from sham rats (*n* = 3) and 5 days (*n* = 5), 14 days (*n* = 3), 28 days (*n* = 3) and 60 days (*n* = 3) indicated time points of the BCNI-induced rat ED models. **g** Expression of the YAP/TAZ target gene *Ctgf* from sham rats (*n* = 6) and 5 days (*n* = 6), 14 days (*n* = 4), 28 days (*n* = 4) and 60 days (*n* = 5) indicated time points of the BCNI-induced rat ED models. Similar results were obtained by checking *Cyr61* expression (Supplementary Fig. 2c). **h** ICP (upper panel) and immunofluorescence images (bottom panel) of YAP/TAZ from the control and indicated time points of the IR-induced rat ED models. **i** Quantification of the ICP in control (*n* = 10) and 1 month (*n* = 4), 2 months (*n* = 4), 3 months (*n* = 5) and 5 months (*n* = 6) indicated time points of the IR-induced rat ED models. **j** Quantification of immunofluorescence images of YAP/TAZ (red), αSMA (green) and DAPI (blue) from control (*n* = 6) and 1 month (*n* = 3), 2 months (*n* = 4), 3 months (*n* = 4) and 5 months (*n* = 3) indicated time points of the IR-induced rat ED models. **k** Expression of the YAP/TAZ target gene *Ctgf* from control (*n* = 15) and 1 month (*n* = 5), 2 months (*n* = 5), 3 months (*n* = 5) and 5 months (*n* = 5) indicated time points of the IR-induced rat ED models. Similar results were obtained by checking *Cyr61* expression (Supplementary Fig. 2h). **l** ICP and quantifications from sham (*n* = 8) and castration (*n* = 4) mice. **m** Immunohistochemistry images of TAZ from sham and castration mice, the experiments were repeated three independent times with similar results. **n** Upper panel, schematics of the corresponding experimental design. Representative images (bottom) and quantifications (right) of the ICP from the sham- (*n* = 8), BCNI- (*n* = 11), and verteporfin-treated (*n* = 6) BCNI mice. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean ± sem. The statistical analysis was calculated by two-sides unpaired Student’s *t* test, the confidence interval is 95%. Each point represents a mouse or rat biologically independent sample. Scale bars, 10 µm. Source data are provided as a Source Data file.

Next, we investigated the role of YAP/TAZ in penile rehabilitation following ED. To answer this question, we constructed an ED rat model. The two main clinical treatments for prostate cancer are radical prostatectomy and radiotherapy; however, approximately 50% of patients exhibit ED symptoms as a side effect^20,21^. We used the bilateral cavernous nerve crush injury (BCNI) rat model to mimic radical prostatectomy-induced ED^22^. First, we measured the ICP to identify the degree of erectile function after BCNI-induced ED. The ICP gradually decreased from 5 to 14 days and then recovered from 28 to 60 days after surgery (Fig. 2d upper panel and 2e). To understand the role of YAP/TAZ during BCNI-induced ED, we evaluated YAP/TAZ cellular localization and TAZ expression in penile SMCs of BCNI-treated rats at the indicated time points using immunohistochemistry (IHC) staining (Fig. 2d lower panel and f, Fig. S2a, b). Nuclear YAP/TAZ colocalization significantly decreased after BCNI from Day 5, reached the lowest point on Day 14, and was completely restored on Day 60. YAP/TAZ activity was highly associated with ED progression after BCNI treatment in rats. The YAP/TAZ transcriptional target genes *Ctgf* and *Cyr61* followed the same trend (Fig. 2g, Fig. S2c). Similar results were obtained using radiotherapy-induced ED^23^ or castration-induced ED models^24^ (Fig. 2h–m, Fig. S2d–f). Collectively, these data suggest that YAP/TAZ activity correlates with erectile function, and this correlation is also observed during recovery from experimentally induced ED. Next, we continuously treated mice with verteporfin three times per week to inhibit YAP/TAZ after the onset of ED by BCNI. We found that verteporfin-treated mice exhibited a strong and long-lasting ED phenotype instead of slow penile rehabilitation (Fig. 2n). These findings suggest that YAP/TAZ is involved in the regulation of normal erectile function and has the potential for promoting the recovery of erectile function during penile rehabilitation.

### Mechanical stretching exerts a predominant effect on YAP/TAZ activity in comparison to PDE5i treatment

During a penile erection, NO release increases cGMP concentrations and decreases intracellular Ca^2+^ levels, leading to smooth muscle relaxation^1,2^. Subsequently, blood fills the corpus cavernosum to achieve an erection. In this physiological process, penile SMCs receive two mechanical signals. One is intracellular relaxation triggered by NO-cGMP signaling, and the other signal is mechanical stretch from the erect penis. Next, we wanted to determine the dominant signal regulating YAP/TAZ activity in penile SMCs. We first addressed whether YAP/TAZ can be regulated by mechanotransduction in penile SMCs. We plated SMCs on stiff ECM (extracellular matrix) vs. soft ECM (0.25 Kpa) to mimic the high or low mechanics of SMCs and found that YAP/TAZ was excluded from the nucleus when SMCs were plated on soft ECM (Fig. 3a and Fig. S3a). Next, we treated SMCs with different mechanotransduction inhibitors, such as Src inhibitor (dasatinib), Rock1 inhibitor (Y27632), and F-actin inhibitor latrunculin A (Lat. A) to mimic a condition of low mechanical inputs. The results showed that YAP/TAZ nuclear localization and transcriptional activity were significantly reduced when cells were not mechanically challenged (Fig. 3b–d, Fig. S3b). These results indicated that YAP/TAZ activity in penile SMCs was regulated by mechanotransduction.

**Fig. 3:**
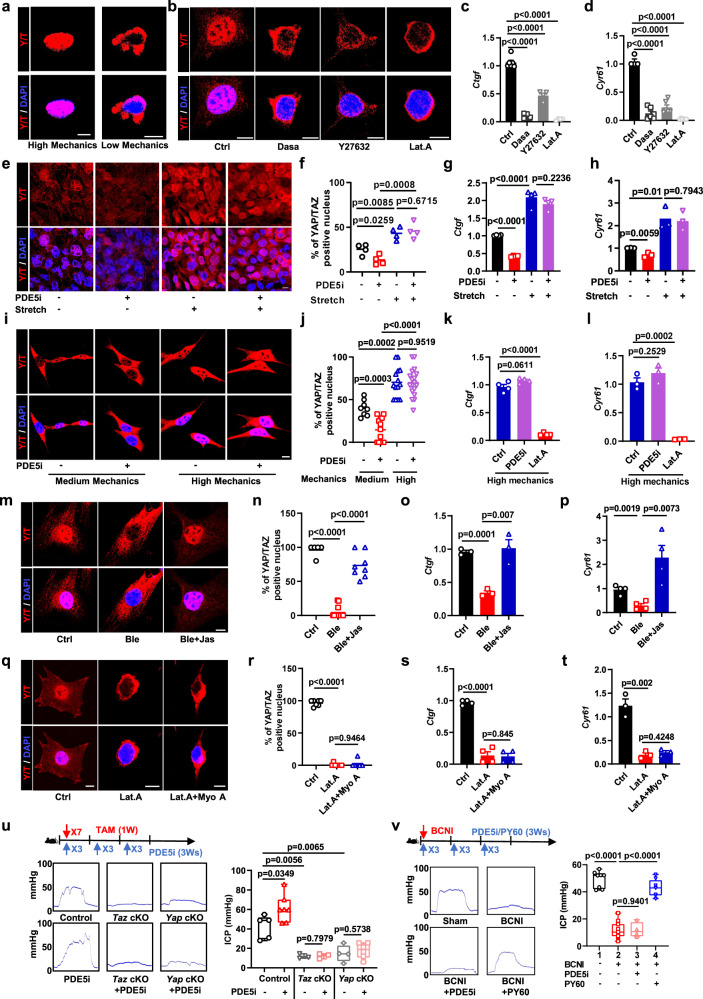
Mechanical stretching exerts a predominant effect on YAP/TAZ activity in comparison to PDE5i treatment. **a** Immunofluorescence of YAP/TAZ (red) and DAPI (blue) in SMCs replated on a high or low mechanics ECM. **b** Immunofluorescence of YAP/TAZ (red) and DAPI (blue) in SMCs from control or treated with the indicated mechanotransduction inhibitors, such as Dasa (dasatinib), Y27632, and latrunculin A (Lat.A). **c** Expression of the YAP/TAZ target gene *Ctgf* in SMCs from control (*n* = 6) or treated with the indicated mechanotransduction inhibitors, such as Dasa (dasatinib, *n* = 4), Y27632 (*n* = 4), and latrunculin A (Lat.A, *n* = 4). **d** Expression of the YAP/TAZ target gene *Cyr61* in SMCs from control (*n* = 4) or treated with the indicated mechanotransduction inhibitors, such as Dasa (dasatinib, *n* = 6), Y27632 (*n* = 6), and latrunculin A (Lat.A, *n* = 6). Immunofluorescence (**e**) of YAP/TAZ (red) and DAPI (blue), quantification (**f**, *n* = 4) of YAP/TAZ localization and expression of the YAP/TAZ target gene *Ctgf* (**g**, *n* = 4) and *Cyr61* (**h**, *n* = 3) in dense states SMCs treated with PDE5i in stretch/nonstretch treatment. Immunofluorescence (**i**) of YAP/TAZ (red) and DAPI (blue) and quantification (**j**) of YAP/TAZ localization in SMCs treated with PDE5i in medium (PDE5i untreated, *n* = 8; PDE5i treated, *n* = 13) or high (PDE5i untreated, *n* = 14; PDE5i treated, *n* = 18) mechanical ECM. Expression of the YAP/TAZ target gene *Ctgf* (**k**, *n* = 4) and *Cyr61* (**l**, *n* = 3) in SMCs treated with the latrunculin A (Lat.A) on the basis of high mechnical ECM. Immunofluorescence (**m**) of YAP/TAZ (red) and DAPI (blue), quantification (**n**) of YAP/TAZ localization in SMCs from control (*n* = 5) and treated with Ble (*n* = 13) or combination with Jas (*n* = 8). Expression of the YAP/TAZ target gene *Ctgf* (**o**, *n* = 3) and *Cyr61* (**p**, *n* = 4) in SMCs treated with Ble or Jas. Immunofluorescence (**q**) of YAP/TAZ (red) and DAPI (blue), quantification (**r**) of YAP/TAZ localization in SMCs from control (*n* = 7) treated with Lat.A (*n* = 7) or combination with Myo A (*n* = 16). Expression of the YAP/TAZ target gene *Ctgf* (**s**, *n* = 4) and *Cyr61* (**t**, *n* = 3) in SMCs treated with Lat.A or Myo A. **u** ICP from the control and PDE5i (Tadalafil) treated (PDE5i untreated, *n* = 5; PDE5i treated, *n* = 7), Taz cKO (PDE5i untreated, *n* = 3; PDE5i treated, *n* = 3) and Yap cKO (PDE5i untreated, *n* = 4; PDE5i treated, *n* = 6) mice. **v** ICP from the Sham (*n* = 8), BCNI (*n* = 15), BCNI + PDE5i (Tadalafil, *n* = 4), BCNI + PY60 (YAP/TAZ activator, *n* = 8) mice. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean ± sem. The statistical analysis was calculated by two-sides unpaired Student’s *t* test, the confidence interval is 95%. The point represents a mouse or detected cell area over 3 biologically independent experiments with similar results. Scale bars, 10 µm. Source data are provided as a Source Data file.

To determine the relative influence of mechanical stretch and cytoskeletal contractility on YAP/TAZ activity, SMCs were cultured under conditions of high and low mechanical input, with and without the presence of PDE5i. We found that in sparsely plated SMCs (high mechanical input), YAP/TAZ activity was dominated by high mechanical signaling regardless of PDE5i presence. However, in densely plated SMCs (low mechanical input), PDE5i significantly reduced YAP/TAZ activity (Fig. S3c–f). To further examine the role of mechanical input, we also subjected densely plated SMCs to mechanical stretching, mimicking high cytoskeletal mechanics. The results of our experiment indicated that YAP/TAZ activity was primarily driven by the high mechanical input from SMC stretching, regardless of the presence or absence of PDE5i, as demonstrated in Fig. 3e–h. Moreover, we also modified the ECM stiffness to achieve the different cellular conditions of cell spreading and stretching in the presence or absence of PDE5i to induce SMC relaxation. We found that the localization of YAP/TAZ in the nucleus was mostly influenced by the mechanical stimulus from the ECM, rather than by cytoskeletal relaxation (as seen in Fig. 3i, j). Additionally, when SMCs displayed high mechanics, PDE5i was ineffective in altering YAP/TAZ activity. (Fig. 3k–l, Lat. A serves as a negative control by destroying the cellular F-actin). Next, we used the myosin inhibitor blebbistatin (Ble) to induce SMC relaxation. As expected, YAP/TAZ was excluded from the nucleus and lost transcriptional activity when explanted penile SMCs were treated with blebbistatin. However, by adding jasplakinolide (Jas), which induces the polymerization of actin monomers into F-actin to mimic stretched SMCs, to blebbistatin-treated cells, YAP/TAZ activity was rescued (Fig. 3m–p, Fig. S3g–j). Conversely, if SMCs were in an extremely unstretchable situation, such as treating SMCs with Lat. A, increasing cell contraction by adding a myosin activator (Myo A) was not sufficient to rescue YAP/TAZ activity (Fig. 3q–t, Fig. S3k–n).

Having shown above that YAP/TAZ loss-of-function triggered loss of erectile function, we next set out to test whether PDE5i could cure YAP/TAZ deficiency-induced ED. We treated *Yap* cKO and *Taz* cKO mice, which induced ED in mice but did not abolish erection as in *Y/T* cKO mice, with tadalafil (a PDE5i) to verify the effects of PDE5i on YAP/TAZ deficiency-induced ED. As a positive control, tadalafil increased erectile function in wild-type mice. However, tadalafil could not cure ED induced by loss of YAP or TAZ (Fig. 3u). Moreover, to further validate our findings, we employed a YAP/TAZ activator (PY60). Our results showed that PY60 effectively restored erectile function in the BCNI-induced ED model, a type of ED that does not respond to PDE5i treatment, as evidenced by the failure of tadalafil to produce a similar effect (Fig. 3v).

Collectively, these data indicated that erection-induced stretching of penile SMCs potently induced endogenous YAP/TAZ activity. Mechanical stretching dominated over the effect of intracellular contraction in determining YAP/TAZ activity in penile SMCs, as shown by the observation that PDE5i had no effect on YAP/TAZ deficiency-induced ED and that the YAP/TAZ activator rescued BCNI-induced ED. Our findings may thus provide an explanation for why a substantial fraction of ED patients fail to respond to PDE5i therapy.

### ADM is transcriptionally regulated by mechano-YAP/TAZ and independent of PDE5i

YAP and TAZ are transcriptional coactivators that interact with the DNA-binding transcription factor TEAD (TEA domain family member) to recruit YAP/TAZ to induce their transcriptional activity^19,25–27^. To further investigate the YAP/TAZ downstream effectors that affect erection, we performed RNA-seq on YAP/TAZ-depleted SMCs. 

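Bulk RNA-seq was compared between 2 libraries of SMCs that received a control siRNA (siCo) and 2 libraries of SMCs that received siRNAs against YAP and TAZ (siYAP/TAZ). TAZ is encoded by Wwtr1. The legends name the cells primary penile SMCs, whereas the sample labels name MOVAS, a mouse aortic smooth muscle cell line, and both descriptions are given here because the sources differ. The paper's methods describe the culture of both and use SMCs as the short name of MOVAS cells. The legend of Fig. S4 gives 2 biologically independent samples for its qRT-PCR of genes from the RNA-seq, and the Reporting Summary states in general that experiments were repeated independently. Neither says whether the sequenced libraries of a group came from separate cultures, so p-values rest on the spread between these libraries, which may be technical. In the edgeR test used below, that spread comes mostly from the trend over all genes (18.6 prior against 2 residual degrees of freedom). The knockdown was measured first. Yap1 had a mean of 22.7 FPKM ± 1.16 (SD, n = 2) in siCo cells and 1.95 FPKM ± 0.113 (SD, n = 2) in siYAP/TAZ cells. Wwtr1 had a mean of 57.8 FPKM ± 1.86 (SD, n = 2) in siCo cells and 17.2 FPKM ± 0.608 (SD, n = 2) in siYAP/TAZ cells. Both were lower in each siYAP/TAZ library than in each siCo library.
Supplementary Table 2 lists 2 siRNA mixes, and which of them was used for sequencing is not given in the sources used here, nor whether both siYAP/TAZ libraries received the same one. Their columns are named SiYT1-1 and SiYT1-2, and the samples are titled SiYT1 and SiYT2, which leaves this open. If they did not, the SD and standard errors also hold the difference between the mixes. Each of the 6 target sequences matched transcripts of a single gene in the GENCODE annotation of GRCm38 (the assembly also called mm10), and each lies in coding sequence. In the mix siY/T#1, CGGTTGAAACAACAGGAAT lies in exon 5 of Yap1 on chromosome 9 from 7952964 to 7952982, and GAAGCGCTGAGTTCCGAAA lies in its exon 9 from 7934565 to 7934583. The TAZ sequence of that mix, CAGCCGAATCTCGCAATGA, spans a junction of Wwtr1 on chromosome 3, with 13 bases in exon 3 from 57501732 to 57501744 and 6 bases in exon 4 from 57477551 to 57477556. In the mix siY/T#2, ACTTGGAGGCGCTCTTCAA lies in exon 1 of Yap1 from 8004227 to 8004245 and TGAGAACAATGACAACCAA in its exon 7 from 7938432 to 7938450, while CCATGAGCACAGATATGAG lies in exon 5 of Wwtr1 from 57463482 to 57463500. Both genes are on the minus strand.
The methods paragraph on RNA-seq describes penile tissue, and the sample labels name Trimmomatic, HISAT2 and mm10 for the cultured cells as well. The authors deposited whole-number counts for 55573 Ensembl genes together with FPKM values. FPKM values given here were computed from the counts with the authors' formula. The siCo libraries held 18414599 and 18031451 counts, and the siYAP/TAZ libraries held 18751368 and 17192309 counts. From these counts, genes were compared with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, and 15479 genes were tested. Standard errors of log2 fold changes were derived from the fold change and the F statistic of that test. The first principal component held 91.9% of the variance between libraries and separated the groups. Spearman's rho across genes was 0.998 between the siCo libraries, 0.998 between the siYAP/TAZ libraries and at most 0.965 between libraries of different groups, with genes not being independent replicates.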

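Adm encodes adrenomedullin and lies on the plus strand of chromosome 7 of mm10 from 110627661 to 110629820. Its expression was 238 FPKM ± 7.69 (SD, n = 2) in siCo cells and 31.8 FPKM ± 2.64 (SD, n = 2) in siYAP/TAZ cells, a ratio of 7.5 between the means. The log2 fold change fitted by edgeR after TMM normalization was -2.86, or 7.26-fold lower (standard error 0.0545, adjusted p = 1.055e-19 from edgeR's quasi-likelihood test). Ankrd1, a muscle ankyrin repeat protein, had a log2 fold change of -4.00 (standard error 0.133), and Amotl2, which encodes an angiomotin that binds YAP, had one of -3.11 (standard error 0.0712). Ptx3, a secreted pentraxin, had a log2 fold change of -2.85 (standard error 0.0997), and Ccn1, the current symbol of Cyr61, had one of -1.77 (standard error 0.0421). All 4 passed the same test, with the largest of their adjusted p-values, 1.233e-15, for Ptx3. Ccn2, the current symbol of Ctgf, had a log2 fold change of -2.42 (standard error 0.0442, adjusted p = 7.554e-20 from edgeR).
Whether these decreases differed in size was tested on the difference of log2 counts between Adm and each other gene within a library. The decrease of Adm was larger than that of Ccn1 by 2.14-fold (log2 difference -1.10, 95% interval from -1.47 to -0.73) and larger than that of Ccn2 by 1.36-fold (log2 difference -0.45, 95% interval from -0.73 to -0.16). It was smaller than that of Ankrd1 by 2.21-fold (log2 difference 1.14, 95% interval from 0.98 to 1.30). For Amotl2 the log2 difference was 0.26 (95% interval from -0.23 to 0.75) and for Ptx3 it was -0.01 (95% interval from -0.66 to 0.65), so neither was distinguishable from the decrease of Adm at this spread. Intervals come from a least-squares fit of 2 libraries against 2. The exact two-sided permutation p was 0.333 for Ccn1, Ankrd1, Amotl2 and Ccn2, the smallest that 2 libraries against 2 allow, and 1.0 for Ptx3. On the scale log2(FPKM + 1), chosen after seeing the data, the log2 difference to Ankrd1 was 0.05, because Ankrd1 lies below 1 FPKM in siYAP/TAZ cells.

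**Figure D1:**
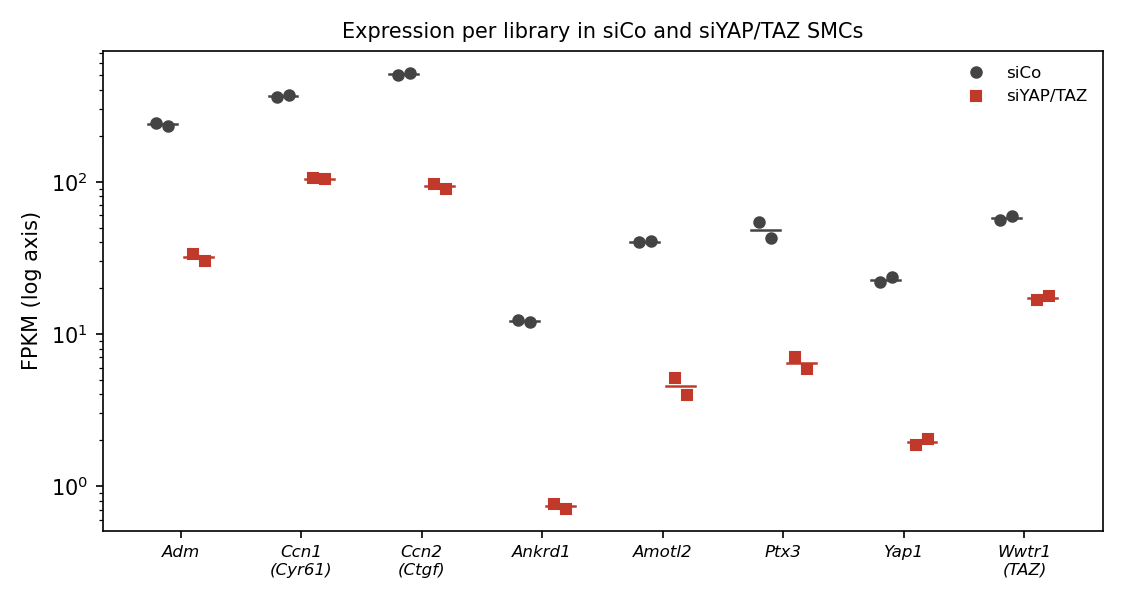
FPKM of 8 genes (log axis) in the 2 siCo libraries (circles) and the 2 siYAP/TAZ libraries (squares), with a line at each group mean. Adm has means of 238 FPKM in siCo cells and 31.8 FPKM in siYAP/TAZ cells, and for each gene both siYAP/TAZ libraries lie below both siCo libraries.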

We found that adrenomedullin (ADM), a vasodilator peptide hormone synthesized by endothelial and smooth muscle cells^28,29^, was downregulated by approximately 7-fold in YAP/TAZ knockdown cells, exhibiting a magnitude of downregulation similar to the well-known YAP/TAZ target genes *Cyr61*, *Ankrd1*, *Amotl2*, and *Ptx3*. This finding suggested that ADM is a potential YAP/TAZ transcriptional target (Fig. 4a, Fig. S4a, b). 

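The change after YAP/TAZ knockdown reached well beyond the genes named above. Of 15479 genes tested, 4279 were higher and 4290 were lower in siYAP/TAZ cells at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 1105 were higher and 488 lower by at least 2-fold. Of 22 genes of a YAP/TAZ target signature, 14 were lower, 3 were higher and 5 did not pass. When adjusted over the list alone, 15 were lower and 3 higher. The signature was listed before the data were examined but after Fig. 4a and Fig. S4 had been seen. It includes Ankrd1 and Amotl2, whose decreases are printed in Fig. S4b. In limma's camera test with a preset correlation between genes the adjusted p was 5.526e-13, and the adjusted p was 0.1198 with an estimated correlation. F3, which encodes tissue factor, had a log2 fold change of -2.48 (standard error 0.065), and Nt5e, an ectonucleotidase of the same list, had one of 1.36 (standard error 0.0453). Of 23 tested smooth muscle contractile genes, 13 were lower, 2 were higher and 8 did not pass (counts the same when adjusted over the list alone). The adjusted p from camera was 0.001666, and the adjusted p was 0.2087 with an estimated correlation. Tagln, an actin-binding protein of smooth muscle, fell by 1.99 on the log2 scale, and Acta2, smooth muscle actin, fell by 1.01.
Of 30 S phase genes 29 were lower, with the same number when adjusted over the list alone, and of 29 tested G2/M genes 26 were lower (27 when adjusted over the list alone). The adjusted p from camera was 1.272e-17 for S phase and 1.37e-10 for G2/M, and the adjusted p was 0.1198 and 0.288 with an estimated correlation. Mcm5, a subunit of the replicative helicase, had a log2 fold change of -1.09 (standard error 0.0515), and Mki67, a proliferation marker, had one of -0.89 (standard error 0.0517). Of 25 tested targets of the integrated stress response 19 were lower and 3 higher (21 and 3 when adjusted over the list alone), among them Phgdh and Psat1, enzymes of serine synthesis, with log2 fold changes of -1.68 and -1.47. For this list the adjusted p from camera was 5.77e-12, and the adjusted p was 0.2087 with an estimated correlation. Of 25 genes of cholesterol synthesis and uptake 17 were lower, also when adjusted over the list alone (adjusted p from camera 0.005174, adjusted p = 0.3219 with an estimated correlation). Of 40 interferon-stimulated genes 39 were higher and 1, Ifi27, was lower, also when adjusted over the list alone (adjusted p from camera 4.753e-49, adjusted p = 0.1198 with an estimated correlation). Ifit2 rose by a log2 fold change of 1.94 (standard error 0.0455) and Mx1, seen in Fig. S4b before the list was written, by 3.16 (standard error 0.0734). Markers of other cell types were also higher in siYAP/TAZ cells, namely 10 of 11 tested fibroblast markers, 7 of 9 pericyte markers, which include Rgs5 of Fig. S4b, and 8 of 12 endothelial markers, with the same numbers when adjusted over the list alone. In the order given, the adjusted p from camera was 2.459e-06, 4.135e-09 and 0.004105, and the adjusted p was 0.288, 0.1198 and 0.2087 with an estimated correlation.
No list passed camera with an estimated correlation, where 6 of 24 had an unadjusted p under 0.05, while 19 passed fry, which tests whether the genes of a list move one way and does not compare them with other genes. With an estimated correlation, camera takes its p-values from the 2 residual degrees of freedom of this design. Pericyte and endothelial markers had estimated correlations of -0.0818 and -0.0207, below the preset 0.01. They did not pass either, so failing this setting does not by itself show correlation between genes.
Among genes with at least 5 FPKM in the higher group and groups that did not overlap, the 10 largest decreases were those of Acta1, Ankrd1, Yap1, Amotl2, Adm, Ptx3, Col8a1, Prss23, Cavin2 and F3, from a log2 fold change of -4.02 for Acta1 to -2.48 for F3. The 10 largest increases were those of Gm24627, Stfa3, Fabp7, Ifitm6, Csta2, Ccl8, Mpeg1, Rasd1, Mx1 and Phf11a, in the order of their fitted changes. Some of them rest on few counts in siCo cells. Gm24627 had 2 and 1 counts in the siCo libraries and 33 and 23 counts in the siYAP/TAZ libraries, a ratio of 18.9 per total count (95% exact interval from 6.15 to 94.5, which covers counting error only). Fabp7, with 4 and 23 counts in the siCo libraries, had a log2 fold change of 3.82, which was 3.04 without siCo replicate 1 and 5.56 without siCo replicate 2. Rasd1, with 31 and 11 counts, had one of 3.23, which was 4.14 without siCo replicate 1, and Phf11a, with 13 and 29 counts, had one of 3.09, which was 3.80 without siCo replicate 2. Gm24627 is annotated as a microRNA gene, and Stfa3, Csta2, Ifitm6, Phf11a and Acta1 have close paralogs, so their counts are uncertain, since reads shared with a paralog are lost where only uniquely mapped reads are kept. When limma was run on log2(FPKM + 1), 349 genes were higher and 178 lower by at least 2-fold. Among the 7971 genes with a mean of at least 5 FPKM, edgeR called 2702 higher and 2730 lower, of which 317 and 146 by at least 2-fold.
From the decrease of Adm beside that of known targets, the paper proposes that ADM is a potential transcriptional target of YAP/TAZ.

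**Figure D2:**
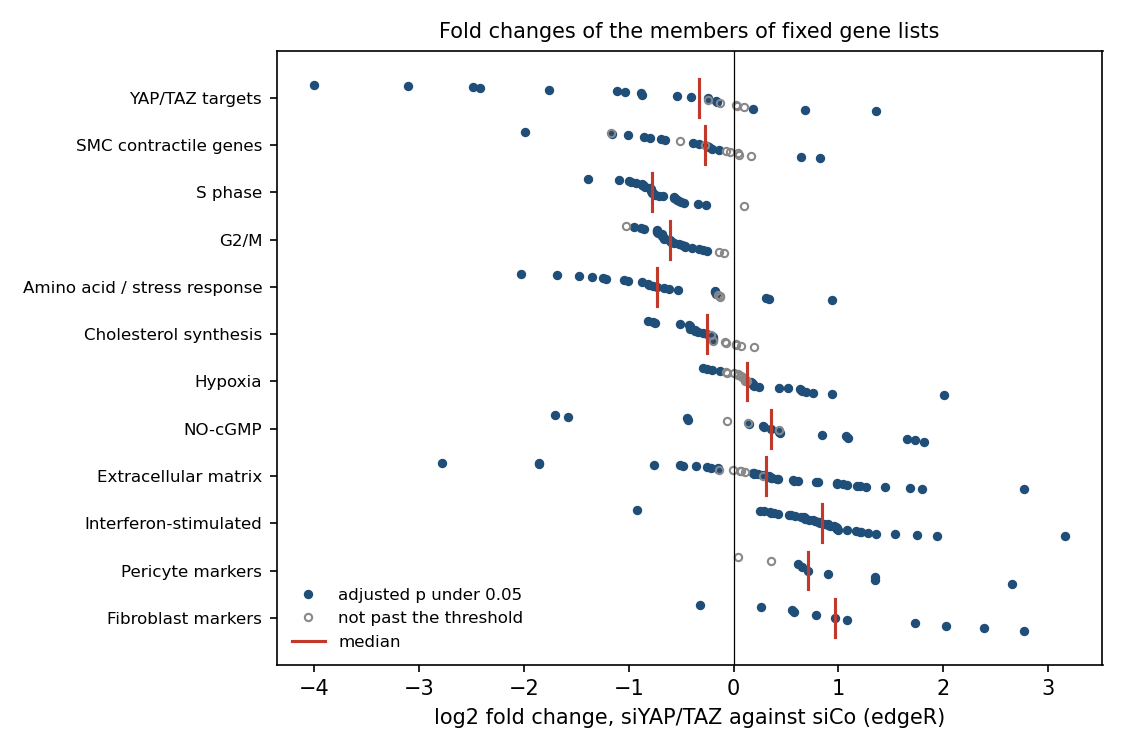
Log2 fold changes from edgeR (horizontal axis, siYAP/TAZ against siCo) of the tested members of 12 gene lists. Filled points passed an adjusted p of 0.05, open points did not, and the vertical line is the median of the list. The medians run from -0.78 for S phase to 0.96 for fibroblast markers.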

Further experiments confirmed that *Adm* expression levels decreased when SMCs were depleted of YAP/TAZ by either siRNA or genetic knockout (Fig. 4b, c, Fig. S4c). Importantly, ADM is also a potential target of YAP/TAZ according to the YAP1 Chip-seq database^30^. Mapping of YAP/TAZ binding to the ADM promoter (Fig. S4d, e) revealed that YAP binds to a region within 557-699 base pairs upstream of the TSS of ADM (Fig. 4d). These results suggested that ADM is a direct transcriptional target of YAP/TAZ in SMCs. We thus asked whether YAP/TAZ activity would correlate with ADM levels in vivo. Indeed, we found that *Adm* expression levels significantly decreased in penile SMCs from *Y/T* cKO mice compared to control animals (Fig. 4e). Next, we measured the expression of ADM in our established ED models to investigate whether ADM would be consistently downregulated in ED-affected tissues. Indeed, in both BCNI-induced and irradiation-induced ED models, *Adm* expression levels correlated with YAP/TAZ activity and erectile function (Fig. 4f–i).

**Fig. 4:**
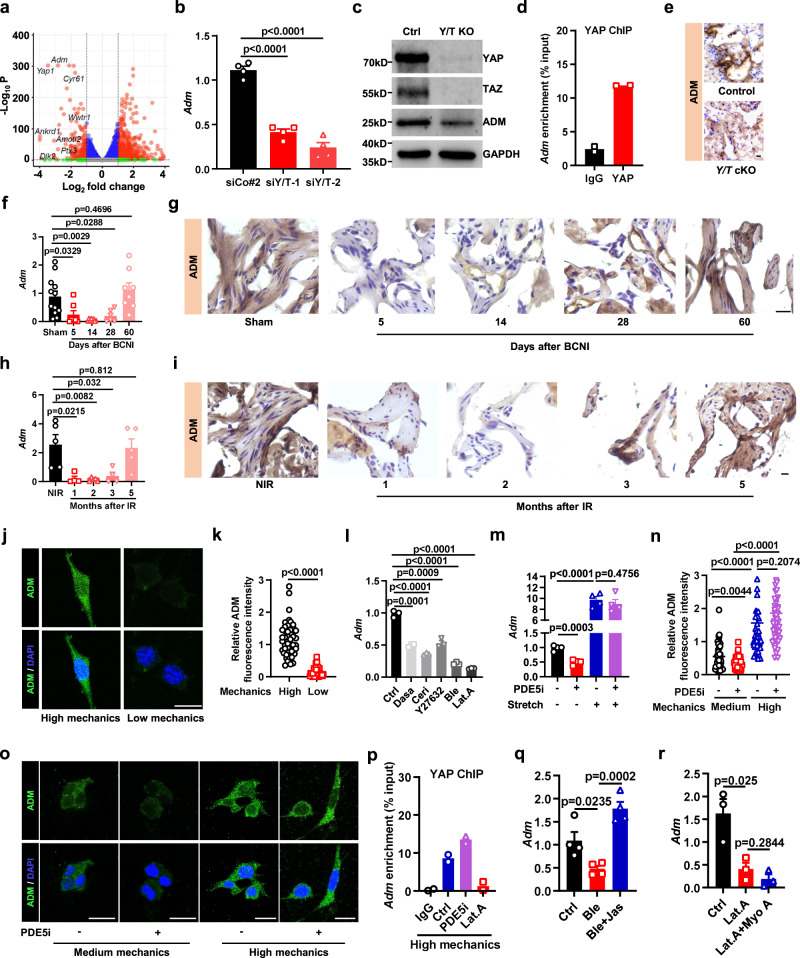
ADM is transcriptionally regulated by mechano-YAP/TAZ axis and independent of PDE5i. **a** Volcano plot showing the altered genes in primary penile SMCs treated with siYAP/TAZ vs siCo. **b** The expression of *Adm* in primary penile SMCs treated with siYAP/TAZ. Data are the mean ± sem of *n* = 4 biologically independent samples. **c** Western blots were used to assess the expression of YAP, TAZ and ADM in primary penile SMCs derived from *Yap*^*fl/fl*^*;/Taz*^*fl/fl*^ mice treated with Ad-Cre to induce YAP/TAZ knockout, the experiments were repeated three independent times with similar results. **d** ChIP-PCR assesses the interaction between YAP and the ADM promotor in SMCs, *n* = 2 biologically independent samples. **e** Immunohistochemistry assessing the expression of *Adm* from wild-type and *Y/T* cKO mice, the experiments were repeated three independent times with similar results. **f**, **g** qRT-PCR and Immunohistochemistry assessed the expression of *Adm* from sham rats (*n* = 12) and 5 days (*n* = 7), 14 days (*n* = 8), 28 days (*n* = 6) and 60 days (*n* = 8) indicated time points of the BCNI-induced rat ED models. **h**, **i** qRT-PCR and Immunohistochemistry assessed the expression of *Adm* from control (*n* = 5) and 1 month (*n* = 4), 2 months (*n* = 5), 3 months (*n* = 4) and 5 months (*n* = 5) indicated time points of the IR-induced rat ED models. **j**, **k** Immunofluorescence of ADM (green) and DAPI (blue) in SMCs replated on a high stretch (*n* = 48) or low stretch (*n* = 42) ECM, each point represents an area examined over 3 independent experiments. **l** qRT-PCR assessing the expression of *Adm* in SMCs treated with the indicated mechanotransduction inhibitors (*n* = 3). **m** qRT-PCR assessed the expression of *Adm* in SMCs treated with PDE5i or stretch when plated in dense states (*n* = 4). Immunofluorescence (**o**) and quantification (**n**) of ADM (green) in SMCs treated with PDE5i in medium (PDE5i untreated, *n* = 45; PDE5i treated, *n* = 46) or high (PDE5i untreated, *n* = 51; PDE5i treated, *n* = 53) stretch ECM, each point represents an area examined over 3 independent experiments. **p** ChIP-PCR assesses the interaction between YAP and the ADM promotor in SMCs treated with the latrunculin A (Lat.A) or PDE5i on the basis of high stretch ECM (*n* = 2 biologically independent samples). **q** Expression of *Adm* in SMCs treated with Ble or Jas (*n* = 4). **r** Expression of *Adm* in SMCs treated with Lat.A or Myo A (*n* = 3). Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean ± sem. The statistical analysis was calculated by two-sides unpaired Student’s *t* test, the confidence interval is 95%. Each experiment was repeated three independent times with similar results. The point represents a rat or detected cell area over 3 biologically independent experiments with similar results. Scale bars, 20 µm. Source data are provided as a Source Data file.

We further investigated whether ADM expression levels are controlled by cellular mechanics and correlated with YAP/TAZ activity. We found markedly downregulated *Adm* expression when SMCs exhibited low mechanics or were treated with dasatinib, cerivastatin, Y27632, blebbistatin, and Lat. A. These results suggested that mechanotransduction controls *Adm* expression (Fig. 4j–l).

Next, we stretched the SMCs or modified the ECM stiffness to simulate different cellular stretching conditions. Concomitantly, we treated SMCs with either vehicle or PDE5i to induce SMC relaxation. We found that extracellular stretching potently induced YAP/TAZ binding to the *Adm* promoter and was the main regulator of *Adm* expression, overruling PDE5i-mediated cytoskeletal relaxation (Fig. 4m–p). Next, we aimed to dissect the influence of F-actin network polymerization versus cell contractility on the YAP/TAZ-Adm mechanoresponse in SMCs. When SMCs were treated with blebbistatin (Ble), *Adm* was downregulated. However, concomitant treatment with jasplakinolide (Jas) to mimic a stretched cell state rescued *Adm* expression. Conversely, if SMCs were treated with Lat. A, increasing SMC contraction by adding a myosin activator (Myo A) could not rescue *Adm* expression (Fig. 4q, r).

These experiments suggest that as a direct YAP/TAZ-regulated gene, *Adm* is under mechanotransduction control, mechanical stretch and F-actin network polymerization dominate over intracellular contraction in controlling *Adm* expression, and this regulation is independent of PDE5i.

### YAP/TAZ-ADM controls penile SMC contraction

Next, we aimed to identify how the mechano-YAP/TAZ-ADM pathway sustains penile erection function. Several previous studies have suggested that ADM directly increases intracellular cAMP levels in smooth muscle cells and stimulates NO release by binding to the Clr receptor (calcitonin-like receptor) and Ramp2/3 receptor (receptor activity modifying protein 2/3), leading to smooth muscle relaxation^28,29,31,32^. To investigate how the YAP/TAZ-ADM axis regulates erectile function, we explored the effects of YAP/TAZ-ADM on SMC contraction. We found that YAP/TAZ KO SMCs exhibited higher contractile potential when embedded into collagen gels (Fig. 5a). We also found that cellular Ca^2+^ concentrations and pMLC levels significantly increased upon YAP/TAZ or ADM depletion, which suggested that YAP/TAZ-ADM feeds back onto actomyosin contractility in penile SMCs (Fig. 5b, c, Fig. S5a–d). Moreover, knockdown of either YAP/TAZ or ADM increased collagen gel contraction, demonstrating that YAP/TAZ-ADM loss increases basal SMC contractility (Fig. S5e).

**Fig. 5:**
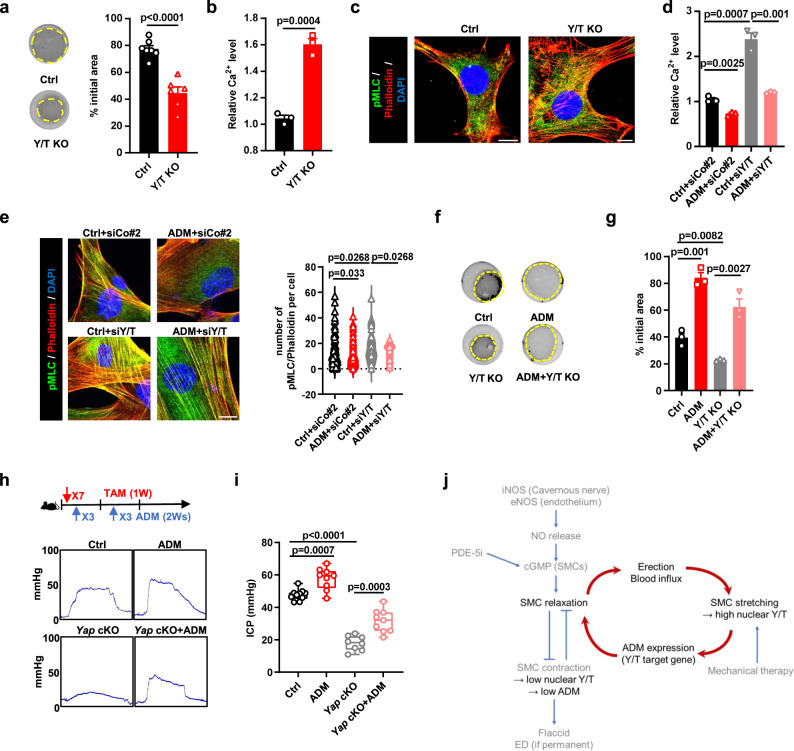
YAP/TAZ-ADM controls penile SMC contraction. **a** Representative contraction images (left) and quantifications of contraction ability (right) in primary penile SMCs treated with Ad-Cre to knock out YAP/TAZ (Ctrl, *n* = 7; *Y/T* KO, *n* = 6). **b** Quantifications of Ca^2+^ staining in primary penile SMCs treated with Ad-Cre to knock out YAP/TAZ (*n* = 3). **c** Representative image of pMLC (red), phalloidin (green) and DAPI (blue) in primary penile SMCs treated with Ad-Cre to knock out YAP/TAZ. **d** Quantifications of Ca^2+^ staining in primary penile SMCs overexpressing Flag-ADM or knocking down YAP/TAZ (*n* = 3). **e** Representative immunofluorescence images (left) and quantifications (right) of pMLC (green), phalloidin (red) and DAPI (blue) in control (*n* = 94) primary penile SMCs, overexpressing Flag-ADM (*n* = 83), knocking down YAP/TAZ (*n* = 47) or combination group (*n* = 53), each point represents an area examined over 3 independent experiments. **f**, **g** Contraction ability in primary penile SMCs overexpressing Flag-ADM or knocking out YAP/TAZ (*n* = 3). **h**, **i** Schematics of the corresponding experimental design. ICP from the control (PBS treated, *n* = 10; ADM treated, *n* = 9), and *Yap* cKO (PBS treated, *n* = 7; ADM treated, *n* = 9) mice treated with PBS or ADM. **j** Model summarizing the main findings of this study. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Violin and dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean ± sem. The statistical analysis was calculated by two-sides unpaired Student’s *t*-test, the confidence interval is 95%. The point represents a mouse or detected cell area over 3 biologically independent experiments with similar results. Scale bars, 10 µm. Source data are provided as a Source Data file.

We next investigated the epistatic relationship between YAP/TAZ and ADM in regulating the erectile response. If ADM acts downstream of YAP/TAZ in regulating SMC relaxation, its sustained expression should rescue the effect of YAP/TAZ loss on SMC contractility. In line with this epistatic relationship, we found that ADM overexpression in YAP/TAZ knockout SMCs could restore the cellular Ca^2+^ concentrations, pMLC levels and contractile ability (Fig. 5d–g, Fig. S5f–i). Conversely, in keeping with ADM expression operating downstream of YAP/TAZ in regulating SMC contraction, experimentally sustaining YAP/TAZ in an ADM loss-of-function context should be inconsequential. Indeed, we found that ectopic expression of TAZ in ADM knockdown cells did not change the contractile capacity of SMCs compared to that of ADM-deficient cells (Fig. S5j). Together, these results indicated that YAP/TAZ regulated ADM to affect SMC contraction ability.

Finally, we verified our observations in vivo. We asked whether reconstituting ADM levels in vivo could rescue ED induced by YAP/TAZ depletion. Yap deficiency-induced ED model mice were established by injecting *Myh11Cre*^*ERT2*^*;Yap*^*fl/fl*^*;Taz*^*fl/+*^ (*Yap* cKO) mice with tamoxifen. Mice were split into two groups and treated with either vehicle or ADM (2.4 μmol/kg) 3 times per week for two weeks via tail vein injection. We also treated wild-type mice with either vehicle or ADM as a control and reference point. We then measured the erectile function of the mice by ICP 14 days after depleting YAP in the mice. ADM injection significantly increased erectile function in wild-type mice, suggesting that ADM affects erectile function. Moreover, treatment with ADM partially rescued the erectile function of *Yap* cKO mice, which were previously found to be resistant to standard PDE5i therapy (Fig. 5h, i and Fig. 3u). Similarly, treatment with ADM also rescued mouse erectile function in the BCNI-induced ED model, another type of PDE5i-resistant ED (Fig. S5k–m). These results collectively suggest that restoring ADM levels can normalize SMC relaxation and improve YAP/TAZ deficiency- or BCNI-induced ED in vivo.

Penile erection is mediated by smooth muscle cell (SMC) relaxation induced by NO-cGMP activation. Our work identified a model that explains how this process is sustained. Penile erection causes stretching of penile SMCs with subsequent YAP/TAZ activation. Nuclear YAP/TAZ directly regulates the transcription of adrenomedullin (ADM), a local actin hormone controlling vascular tone. ADM diffuion leads to the smooth muscle relaxation required to support and maintain an erection (Fig. 5j).

### Mechanotransduction promotes PDE5i-nonresponding ED recovery by increasing YAP/TAZ-ADM activity

Our study has demonstrated the involvement of the mechano-YAP/TAZ-ADM axis in SMCs in the maintenance of erectile function and its potential role in ED recovery. Next, we used clinically established physiotherapies, vacuum erection devices (VEDs), and shock wave therapy (SWT) to detect whether the improvements in erectile function achieved by these intervention measures also rescued YAP/TAZ activity. We used VED therapy to stimulate erectile function 3 times per day to mimic NPT in the healthy penis of rats in our BCNI-induced ED model, as a disease model in which PDE5i has a negligible effect, recapitulating PDE5i irresponsiveness observed in clinical settings within a subgroup of ED patients (Fig. S6a). The ICP of the VED-treated mice was significantly increased compared to that of nontreated BCNI-ED rats, indicating that VED can promote the recovery of BCNI-induced ED (Fig. 6a, b). This increased ICP was correlated with an increase in YAP/TAZ activity. Indeed, the YAP/TAZ target genes *Ctgf* and *Cyr61* were considerably upregulated in the VED treatment group compared to the nontreated BCNI-ED group (Fig. 6c, Fig. S6b). We also found that TAZ protein was downregulated after the onset of ED but selectively restored after VED treatment (Fig. 6d). IHC and IF for YAP/TAZ yielded consistent results (Fig. 6e, Fig. S6c–e). Moreover, in vivo, VED also promoted *Adm* expression in the ED model rats (Fig. 6f, g). As an independent corroboration, we employed SWT as another example of a widely used clinical therapy for ED to treat BCNI-induced ED in rats. The mechanism of SWT has been suggested to be based on the mechanical stimulation of cells, thereby activating mechanotransduction pathways^33–35^. Consistently, we found that SWT can reverse ED by increasing YAP/TAZ-ADM activity (Fig. 6h–n, Fig. S7a–d). To eliminate the influence of SMC-specific YAP/TAZ deletion on the vasculogenic system, we locally injected AAV-Cre and adenovirus-Cre into the penis of *Yap*^*fl/fl*^*;Taz*^*fl/fl*^ mice to create penis-specific knockout mice (Fig. S7h). Compared to the control mice, both of the penis-specific knockout mice exhibited erectile dysfunction (ED), as demonstrated in Fig. 6o–p, Columns 5 and 7. Using these animal models, we tested the hypothesis that the YAP/TAZ-ADM pathway mediates the impact of mechanical stimuli on penile erection. As a result, supplementary mechanical stimuli are unlikely to provide a cure for ED in YAP/TAZ-deficient mice. As shown in Fig. 6o–p, we demonstrated that VED failed to produce a curative effect in either SMC-specific or penile-specific YAP/TAZ-deficient ED model mice.

**Fig. 6:**
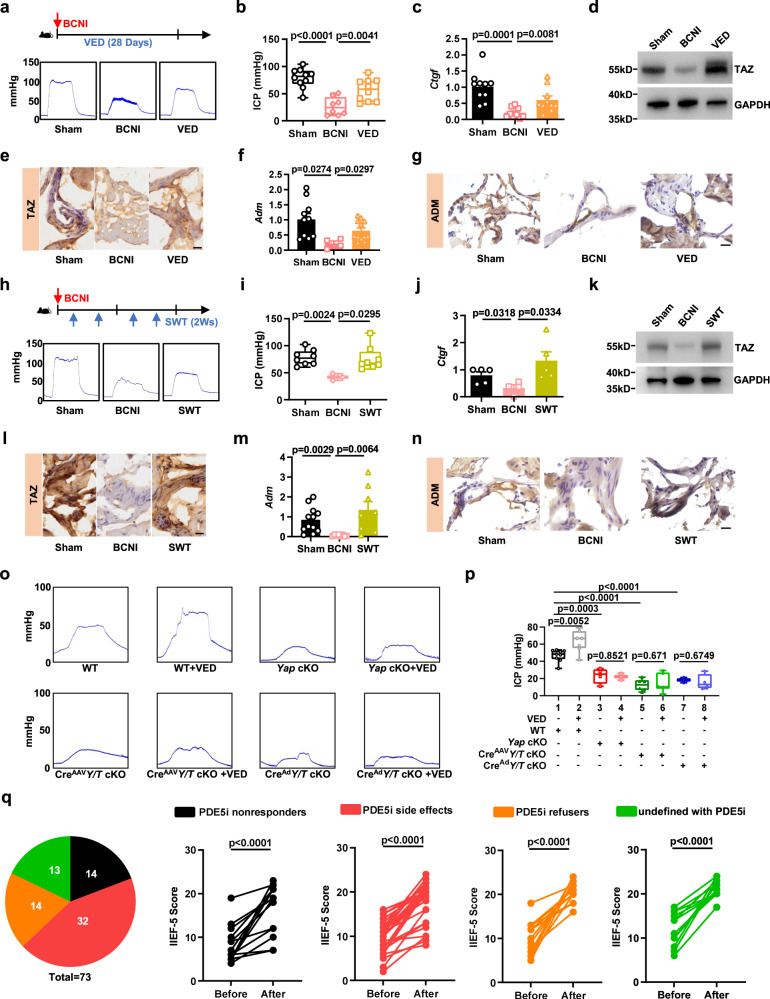
Mechanotransduction promotes PDE5i-nonresponding ED recovery by increasing YAP/TAZ-ADM activity. Schematics of the corresponding experimental design (upper panel of **a**). Representative images (bottom panel of **a**) and quantifications (**b**) of the ICP from the sham (*n* = 10), BCNI (*n* = 8), and BCNI combined VED (VED)-treated rats (*n* = 10). The expression of the YAP/TAZ target gene *Ctgf* (**c**) from the sham (*n* = 10), BCNI (*n* = 8), and BCNI combined VED (VED)-treated rats (*n* = 10), western blots assessing the expression of TAZ (**d**) and Immunohistochemistry of TAZ (**e**). qRT-PCR (**f**) and Immunohistochemistry (**g**) assessing the expression of *Adm* from sham (*n* = 10), BCNI (*n* = 4), and BCNI combined VED (VED)-treated rats (*n* = 12). Schematics of the corresponding experimental design (upper panel of **h**). Representative images (bottom panel of **h**) and quantifications (**i**) of the ICP from the sham (*n* = 8), BCNI (*n* = 3), and BCNI combined SWT (SWT)-treated rats (*n* = 8). The expression of the YAP/TAZ target gene *Ctgf* (**j**) from the sham (*n* = 5), BCNI (*n* = 4), and BCNI combined SWT (SWT)-treated rats (*n* = 5), western blots assessing the expression of TAZ (**k**) and Immunohistochemistry of TAZ (**l**). qRT-PCR (**m**) and immunohistochemistry (**n**) assessing the expression of *Adm* from the sham (*n* = 12), BCNI (*n* = 8), and BCNI combined SWT(SWT) treated rats (*n* = 8). Representative images (**o**) and quantifications (**p**) of the ICP from the WT (VED untreated, *n* = 9; VED treated, *n* = 7), *Yap* cKO (VED untreated, *n* = 4; VED treated, *n* = 3), Cre^AAV^*Y/T* cKO (VED untreated, *n* = 6; VED treated, *n* = 6), Cre^Ad^*Y/T* cKO (VED untreated, *n* = 3; VED treated, *n* = 4) mice treated with VED. **q** Distribution of different kinds of ED patients in VED therapy. The IIEF-5 score before and after the PDE5i non-responders, PDE5i side effects, PDE5i refusers or undefined with PDE5i ED patients treated with VED, *P* values were calculated by two-sides paired Student’s *t* test, the confidence interval is 95%. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Bar charts are presented as the mean ± sem. The statistical analysis was calculated by two-sides unpaired Student’s *t* test (except **q**), the confidence interval is 95%. The point represents a mouse, rat or human biologically independent samples. Each experiment was repeated three independent times with similar results. Scale bars, 20 µm. Source data are provided as a Source Data file.

We conducted this study in response to clinical observations indicating that ED patients lose their regular erection during sleep, while healthy males experience nocturnal penile tumescence (Fig. 1a). We thus aimed to test whether our observations that mechanical stimulation improves ED, especially in PDE5i nonresponders, also holds true in clinical settings in human patients. We tested whether stimulating erection VED might have a curative effect on ED patients, especially in PDE5i nonresponders. We collected and analyzed 73 ED patients from 18 to 80 years of age, dividing them into four groups based on their medical experience: patients who are PDE5i nonresponders (19.18%); patients who experience side effects to PDE5i and refuse to take PDE5i (43.84%); patients who are afraid of PDE5i addiction and refuse to take PDE5i (19.18%); and patients who have no prior history with PDE5i (17.81%). To assess the curative effect, we asked patients to complete the five-item International Index of Erectile Function (IIEF‑5) questionnaire before and after VED treatment. The clinical results demonstrated significant associations between the effects of VED and improvements in penile erectile function, regardless of PDE5i responsiveness. These findings indicate correlations between mechanostimulation and erectile function (Fig. 6q).

In conclusion, using two clinically established therapy options to induce penile mechano-stretching, we found that mechano-stimulatory therapeutic intervention improved penile rehabilitation. This improvement correlated with YAP/TAZ activity in penile SMCs. Finally, we tested our hypothesis using a clinical observational study involving VED treatment and identified associations between mechanostimulation and erectile function. Our findings indicate a positive correlation, showing that therapeutic intervention through mechano-stimulation associates with improved erectile dysfunction in patients, regardless of PDE5i usage.Thus, these lines of evidence strongly suggest that in penile erectile function, mechano-YAP/TAZ-ADM signaling in penile SMCs is epistatic to NO-cGMP signaling.

## Discussion

Erectile dysfunction (ED) is a common disease that typically affects middle-aged or elderly men and impacts their well-being and that of their partners^4^. Historically, the regulation of penile erection has been attributable to NO-cGMP signaling, which controls the contraction and relaxation of SMCs^2^. PDE5 inhibitors are commonly used as a first-line treatment for ED, but nonresponders require alternative options^3,5^. This study identified another regulator of erections, that is, blood inflow filling the corpus cavernosum after penile SMC relaxation caused by NO-cGMP activation provides a mechanical stimulus by stretching penile SMCs, which activates the YAP/TAZ-ADM axis to sustain penile SMC relaxation. In this model, the mechano-YAP/TAZ pathway serves as a regulator of penile erection. Indeed, we have shown that PDE5is are insufficient to rescue ED caused by genetic YAP/TAZ deficiency (Fig. 3u). In line with this collaborative relationship, our experimental mice and rat models, as well as the subsequent clinical observational study, revealed that mechano-stimulatory therapeutic interventions effectively alleviated erectile dysfunction (ED). It is important to note that these interventions demonstrated the ability to improve erectile function in animal models that were nonresponsive to PDE5i treatment. Additionally, they were associated with promoting erectile function in patients, irrespective of PDE5i treatment, as observed in the clinical observational study. (Fig. 6). Hence, these lines of evidence suggest that the intervention approaches could be aimed at either promoting mechanostimulation or YAP/TAZ activation itself to support erectile function.

In contrast to the plethora of promising small compound YAP/TAZ inhibitors in cancer therapy research, few YAP/TAZ activators have been identified to date. This lack of interest might be in part due to the potent oncogenic properties of YAP/TAZ^36–38^, which might also limit the application of YAP/TAZ activators in ED therapy. However, given the broad interest in investigating YAP/TAZ inhibitors for cancer treatment, our research suggests that excessive inhibition of YAP/TAZ may lead to ED, which should be taken into consideration. Here, we found that ADM, a downstream target of YAP/TAZ, promotes erectile function, and may be another, potentially less risky, ED therapy target. Another potential benefit concerns the pharmacokinetics of ADM itself. As a peptide hormone (usually secreted by endothelial and smooth muscle cells), artificially resupplied ADM could diffuse freely between the bloodstream and interstitium. Notably, we observed that ADM could reverse ED caused by YAP/TAZ deficiency (Fig. 5h), making ADM a convenient prospective drug to treat PDE5i-nonresponsive ED patients.

A limitation of our study is that it primarily focuses on neurogenic ED that is nonresponsive to PDE5i therapy and does not examine the complexities of vascular ED, such as diabetic ED. Recent reports suggest that diabetic ED may increase YAP levels, which seems to contrast our findings^39,40^. We postulate that this discrepancy may be due to differences in sample isolation methods, such as single-cell RNA-seq from isolated live cells, which has the potential to overlook important mechanical information during sample preparation. Additionally, although animal models are commonly used to gain insights into disease mechanisms, there are still some species differences that may influence our results. Moreover, it is possible that the underlying mechanisms of ED in diabetic patients and those without diabetes may differ due to distinct pathogenic mechanisms. These observations suggest that further studies are needed to better understand the complex molecular and cellular mechanisms underlying different forms of ED and how these mechanisms may vary across patient populations. In the present study, we performed single-nucleus RNA sequencing analysis on gene expression profiles in both endothelial cells and pericytes during an erection. Our results indicate changes in the Hippo pathway and YAP/TAZ activity in both cell types (Fig. S8a, b), but the absence of significant changes in YAP/TAZ activity in endothelial cells led us to concentrate on pericytes. Our findings suggest a close link between YAP/TAZ activity in pericytes and ED progression. Furthermore, compared to untreated ED rats, rats treated with mechanical stimuli showed a significant increase in pericyte YAP/TAZ activity (Fig. S8c–h), indicating that the mechano-YAP/TAZ cascade is also active in pericytes. These findings lay the foundation for future research on the potential of the mechano-YAP/TAZ-adrenomedullin pathway as a target for ED treatment.

## Methods

### Clinical NPT analysis and Clinical observational study for VED therapy of ED patients

Clinical retrospective observational data were obtained with written informed consent from male individuals with an age range between 18 and 80 years from Department of Urology, Affiliated Hospital of Changchun University of traditional Chinese Medicine during 2020.1-2021.12. The study was approved by the Affiliated Hospital of Changchun University of traditional Chinese Medicine ethics committee and complied with all relevant ethical regulations (License No. CCZYFYLL2019sz.063). The severity of erectile dysfunction is often described as mild, moderate or severe according to the five-item International Index of Erectile Function (IIEF‑5) questionnaire, with a score of 1–7 indicating severe, 8–11 moderate, 12–16 mild-moderate, 17–21 mild and 22–25 no erectile dysfunction.

The patients’ medical experience and information, including their diagnosed duration in ED, whether they had been treated with PDE5i, and how the treatment was affected, were recorded. Meanwhile, all the patients were asked to evaluate their erectile function on the IIEF‑5 questionnaire before the treatments, which is the internationally recognized erectile function scoring standard. After the standard treatment for one month by the FDA-proved VED method, these patients were asked to re-evaluate their erectile function through the IIEF‑5 questionnaire again.

Next, we divided them into four groups according to their medical experience: patients who are PDE5i non-responders; patients who experience side effects of PDE5i and refuse to take PDE5i; patients who are afraid of PDE5i addiction and refuse to take PDE5i; and patients who have no prior history with PDE5i. Last, we analyzed the erectile function of these patients by IIEF‑5 scores before and after VED treatments.

### Animals and genotyping

The following mice were used in this study: C57 BL/6, B6. FVB-Tg(Myh11-cre/ERT2)1Soff/J (Jackson lab: 019079), STOCK Wwtr1tm1Hmc Yap1tm1Hmc/WranJ (Jackson lab: 030532). Littermates that had Cre recombinase and were heterozygous for the floxed or knockout alleles were used as preferred controls where available. Animals were genotyped with standard procedures and with the recommended set of primers.

Approximately 250 g male SD rats and 6- to 8-week-old male mice were purchased from Soochow University Laboratory Animal Center (Suzhou, China). The animals were generated, housed, and bred under a 12 h light cycle at a temperature of 22 ± 2 °C, 55 ± 5% relative humidity, and with food and water ad libitum. Animals were maintained in the Animal Facilities of Soochow University under pathogen-free conditions. All studies involving mice and rats were approved by the Soochow University Institutional Animal Care and Use Committee. Tamoxifen was intraperitoneally injected for 7 consecutive days by 100 mg/kg body weight. Our study utilized both AAV-Cre and Adenovirus-Cre for in situ injection into the penis. The AAV-Cre was injected at a concentration of 5×10^9^ PFU and ICP was measured after 3 weeks. The Adenovirus-Cre was administered once a week at a concentration of 1×10^9^ PFU, with ICP measurements taken after 2 weeks. AAV-cre and Adenovirus-cre were obtained from Shanghai GeneChem Co.,Ltd.

### Cell culture

MOVAS cells (SMCs) were obtained from BeNa Culture Collection (BNCC338213) and cultured in DMEM (Gibco) supplemented with 10% fetal bovine serum (FBS), glutamine and antibiotics. HEK293T cells were obtained from ATCC (CRL-3216) and cultured in DMEM medium (Gibco) supplemented with 10% FBS and 1% penicillin/streptomycin. Primary penis corpus cavernosum smooth muscle cells were isolated from the penile tissue of mice and cultured in smooth muscle cell medium (ScienCell, Cat# 1101). The penis was removed and placed on ice, washed twice with PBS, cut into small tissue blocks with sterile surgical scissors, placed in small tissue blocks one by one at the bottom of the culture bottle, placed in the culture bottle upside down into the culture box for 4 h, and then added to the culture medium for 3-4 days for subculture. All cell lines were cultured, maintained and used within 10 passages according to the requirements.

### Atomic force microscopy (AFM) measurements

AFM analysis was performed to detect cell or penile tissue stiffness. The mice were treated with VED for 15 min, then we collected the flaccid or erectile penis and rapid freezed them using liquid nitrogen. Snap frozen tissue blocks were cut into 20 mm thick sections. Before measurements, each section was immersed in PBS, thawed at RT, and then maintained in proteinase inhibitor (Roche, Germany; cOmplete) in PBS. AFM indentations were analyzed using a Bruker mounted on an Olympus inverted microscope. Briefly, we used silicon nitride cantilevers with a spring constant of 0.03 N/m (Bruker, USA; MLCT) and attached a polystyrene spherical ball of 10 mm in diameter (Macklin, China) using epoxy glue (Pattex, China). Cantilevers were calibrated using the thermal oscillation method before each experiment. Five 10 mm × 10 mm AFM force maps were typically obtained on each sample. The Hertz model was used to determine the elastic properties of the tissue. The upper 200 nm of tissue was considered for all fits. Tissue samples were assumed to be incompressible, and a Poisson’s ratio of 0.5 was used in the calculation of the Young’s elastic modulus.

### Bilateral cavernous nerve crush injury (BCNI) ED model

Approximately 250 g male SD rats or 6- to 8-week-old male mice were anesthetized with 40 mg/kg pentobarbital sodium. The cavernous nerve was identified posterolateral to the prostate. Bilateral cavernous nerves were crushed with Dumont forceps for 4 min each. All BCNI and sham surgeries were performed by a single surgeon for both rats and mice. For the sham surgery, cavernous nerves were not crushed, and the abdomens were closed after identifying the prostate and cavernous nerves.

### Prostate irradiation ED model

Approximately 250 g male SD rats were anesthetized with 40 mg/kg pentobarbital sodium and placed in the prone position. For the purpose of 3D images for treatment planning, a CT scan was performed by X-RAD SmART (Precision X-ray Inc., USA) to include the entire pelvis from the iliac crest to the tail base. The posterior lateral part of the prostate was selected and irradiated by a single fraction of 20 Gy X-ray.

### ICP measure

To measure ICP with cavernous nerve stimulation, animals were anesthetized by intraperitoneal injection of 40 mg/kg pentobarbital sodium. The right carotid artery was cannulated with polyethylene tubing containing heparinized saline for continuous monitoring of mean arterial pressure (MAP). The shaft of the penis was then exposed from skin and muscle and punctured with a 23-gauge needle connected to the tubing. Both were connected to a pressure transducer (Biopac system Inc, Goleta, CA, USA). The cavernous nerve was stimulated using a bipolar electrode connected to a stimulator. Stimulator settings were 5 V of 1.5 mA for 1 min with a minimum interval between stimulation of 5 min. The ICP/MAP ratio was determined using the maximum ICP divided by the MAP obtained during cavernous nerve stimulation. All data were recorded by an MP100 data acquisition system and analyzed using Acqknowledge software (Biopac System Inc., Goleta, CA, USA).

### Verteporfin

Mice were intraperitoneally injected with verteporfin 100 mg/kg in the dark. After injection, the needle was pulled out by rotation and compressed for two minutes to prevent the outflow of drug solutions three times a week for two weeks. For established ED mouse models, verteporfin was injected for four weeks with the same treatment. The posterolateral prostate nerve of mice was stimulated by electricity savings, and the ICP value was measured to evaluate the erectile function of mice.

### Mouse castration model

Six- to eight-week-old male mice were anesthetized with 40 mg/kg pentobarbital sodium. The skin and pudendal part was cut from the lower edge of the penis. The testis was found on the basis of cutting the fat layer. After the vas deferens was ligated, both sides of the testis were removed. ICP value was measured after two weeks.

### Shock wave therapy

Approximately 250 g male SD rats were treated with BCNI to establish ED models, and then the ED rats were anesthetized with 40 mg/kg pentobarbital sodium. The ED rats were treated by shock wave physiotherapy twice a week for two weeks. The shock wave energy level was 5, the strike frequency was 300/time, and the strike interval was 1/0.5 s.

### VED

Approximately 250 g male SD rats or 6- to 8-week-old male mice were treated with BCNI or genetic deletion to establish ED models. The rats or mice were laid on the table in a supine position, and the penises were pumped through VED for 10 min at 600 mmHg 3 times per day. The treatment for ED rats last 28 days.

### RNA-seq

The mice were treated with VED for 15 min, then we collected the flaccid or erectile penis and rapid freezed them using liquid nitrogen. Total RNA was extracted using the Simply P Total RNA Extraction Kit (BioFlux) and prepared into a cDNA library according to the standard Illumina RNA-seq instructions. The generated cDNA library was sequenced in a 2 × 150 bp paired-end layout using an Illumina HiSeq2500. To estimate gene expression changes, the raw RNA-seq data were preprocessed using Trimmomatic to remove reads of low quality and adaptor contamination. The high-quality reads were further aligned to the mouse genome (mm10) using HISAT2 with default parameters. The mouse genome (mm10) was downloaded from the FTP of the Ensembl database. We retained only uniquely mapped reads for gene expression quantification at the count level using feature counts based on mouse gene annotation of Ensembl. The log2-transformed gene expression fold-changes (LFCs) and significantly differentially expressed (DE) genes were calculated.

### 2D mechanical challenging

For mechanical challenging of SMCs, cells were plated on standard fibronectin-coated tissue culture dishes or on fibronectin-coated hydrogels of the indicated stiffness (kPa). The hydrogels consisted of methylpropyl gelatin and photocatalyst LAP and were then irradiated with a 405 nm light source. The 0.25 kPa stiffness of the hydrogel was adjusted by controlling the time for 15 s. Meanwhile, the medium and high mechanics group were adjusted by controlling the time for 30 s and 5 min, respectively. Cells (4 × 10^4^/cm^2^) were seeded in a drop of complete culture medium on top of fibronectin-coated hydrogels; after attachment, the hydrogel-containing wells were filled with the appropriate culture medium. Cells were collected for immunofluorescence after 48 h.

### 3-D collagen contraction assays

Collagen I solution (1.5 mg/mL) was prepared by neutralizing the pH of acid-solubilized rat tail collagen I (Cultrex) with NaOH and PBS buffer. SMCs or primary SMCs (2 × 10^5^ cells/well) were embedded in 200 μl/well neutralized collagen in 48-well ultralow attachment plates, the collagen hydrogel was polymerized at 37 °C for 1 h, and culture medium was added on top. After overnight incubation, the extent of contraction was assessed by subtracting the area of the gel from the well area using ImageJ software. Experiments were performed at least twice.

### RNA interference

siRNA transfections were performed with Lipofectamine RNAi-MAX (Thermo Fisher Scientific) in Opti-medium according to the manufacturer’s instructions. Sequences of siRNAs are provided in Supplementary Table.

### Quantitative real-time PCR (qRT-PCR)

Total RNA from SMCs or primary SMCs was extracted using the Simply P Total RNA Extraction Kit (BioFlux), and contaminant DNA was removed by DNase treatment. Total RNA from the penises of rats was extracted using TRIzol reagent (Ambion, USA). qRT-PCR analyses were carried out on reverse-transcribed cDNAs with QuantStudio1 (Applied Biosystems, Thermo Fisher Scientific) and analyzed with QuantStudio Design & Analysis software (version 1.5.1). Expression levels are always normalized to GAPDH. PCR oligonucleotide sequences are listed in Supplementary Table.

### Western blots

Cells were lysed using lysis buffer (50 mM HEPES (pH 7.5), 100 mM NaCl, 50 mM KCl, 1% Triton X-100, 5% glycerol, 0.5% NP-40, 2 mM MgCl2, 1 μM DTT, cocktail and PMSF) followed by sonication and centrifugation at 4 °C. Extracts were quantified using the BCA method. Proteins were run on 4-12% SurePAGE-MOPS acrylamide gels (Genscript, China) and transferred onto PVDF membranes. Blots were blocked with 0.5% nonfat dry milk and incubated overnight at 4 °C with primary antibodies. Secondary antibodies were incubated for 1.5 h at room temperature, and then blots were developed with chemiluminescent reagents. Images were acquired with FluroChem M1 (Protein Simple). Uncropped scans were provided in the Source Data file.

The antibodies used for western blot were: anti-YAP/TAZ (Santa Cruz Biotechnology, sc-101199 (1:1000)), anti-YAP1 antibody (Proteintech, Cat#13584-1-AP (1:300)), anti-WWTR1 antibody (ATLAS, Cat#HPA007415 (1:300)) and anti-ADM antibody (Abcam, Cat#ab190819 (1:300)) and anti-GAPDH (Millipore, MAB374 (1:30000)). The secondary antibodies were from Beyotime Biotechnology (anti-mouse: Cat# A0216 (1:500), anti-rabbit: Cat# A0208 (1:500)).

### Immunofluorescence

Immunofluorescence on PFA-fixed cells and on PFA-fixed paraffin-embedded tissue slices was performed as previously described. Cells cultured on coverslips or penile samples were fixed with 4% paraformaldehyde for 10 min. The cultures were then washed 3 times with PBS, permeabilized with 0.5% Triton X-100 in PBS for 10 min, blocked with 10% BSA and 0.1% Triton X-100 in PBS for 1 h, incubated with primary antibodies (overnight, 4 °C), and then washed 3 times with PBS followed by incubation with secondary antibodies (1.5 h, room temperature). Phalloidin was added after the secondary antibodies for 15 min, whereas ProLong-DAPI was added after secondary antibodies or phalloidin for 15 min. Images were acquired using a confocal microscope (FV1200, Olympus). More than 5 fields of view from at least three independent experiments were randomly chosen.

Primary antibodies against YAP/TAZ (Santa Cruz Biotechnology Cat# sc-101199 (1:300)), phospho-MLC (Cell Signaling Technology Cat# 3671 (1:300)), αSMA (Abcam Cat# ab124964 (1:300)), PDGFRβ (Cell Signaling Technology Cat# 3169 (1:300)), CD31 (Cell Signaling Technology Cat# 77699 (1:300)), and phalloidin (PHDH1) were purchased from cytoskeleton. Secondary antibodies (1:300) were obtained from Beyotime Biotechnology (anti-mouse: Cat# A0460 and A0428, anti-rabbit: Cat# A0423 and A0453). Samples were counterstained with Prolong-DAPI (Molecular Probes, Life Technologies) to label cell nuclei.

### Immunohistochemistry and in situ hybridization

Penile tissues of mice or rats were embedded in OCT and then rapidly frozen. Cryostat sections were cut and dried on glass slides at room temperature. Then, cryostat sections were fixed with tissue fixation fluid for 30 min. Endogenous peroxidase blocking was performed by adding 1–2 drops of 3% hydrogen peroxidase, enough to cover the sections, followed by incubation for 10 min. The sections were blocked with 10% BSA in PBS for 1 h, incubated with primary antibodies (2 h, room temperature), washed 3 times with PBS, and incubated with secondary antibodies (0.5 h, room temperature). Immunoreactions were visualized using 3,3’-diaminobenzidine tetrahydrochloride hydrate (DAB) with subsequent counterstaining with Mayer’s hematoxylin using an inverted microscope (Leica). The antibodies were as follows: anti-YAP1 antibody (Proteintech, Cat# 13584-1-AP (1:300)), anti-WWTR1 antibody (ATLAS, Cat# HPA007415 (1:300)) and anti-ADM antibody (Abcam, Cat# ab190819 (1:300)).

The in situ hybridization was carried out according to methods provided from Boster (MK3908, China). In brief, nucleic acid fragments were exposed with 3% pepsin for 10 s. Adding *Cyr61* nucleotide hybridization solution and incubating at 4 °C overnight. After incubating biotinylated peroxidase for 2 h, immunoreactions were visualized using DAB with subsequent counterstaining with Mayer’s hematoxylin using an inverted microscope (Leica).

### Flow cytometry

Smooth muscle cells were removed from the culture medium, washed twice with PBS, then incubated with 1 μM Fluo-4 Am (S1060, Beyotime) in 37 °C incubator for 30–60 min. Then the cells were washed once with PBS, digested with trypsin and collected, finally resuspended with 500ul PBS, and tested by flow cytometry (FACSVerse, BD, Z6511550318). Data were analyzed using FlowJo V10.8.1 (M11c3c353YH92SCS).

### Lentivirus preparation

HEK293T (ATCC) cells were transiently transfected with lentiviral vectors (10 μg per 60-cm^2^ dish) together with packaging vectors pMD2-VSVG (2.5 μg) and pPAX2 (7.5 μg) using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions.

### Chromatin immunoprecipitation (ChIP) coupled with quantitative real-time PCR (ChIP-qPCR)

ChIP-qPCR was performed as previously described. ChIP was typically performed in SMCs treated with Lat. A or sildenafil for 24 h. Briefly, cells were grown to a final concentration of 2×10^7^ cells for each ChIP-qPCR experiment. Cells were crosslinked at room temperature by the addition of formaldehyde to a 1% final concentration for 10 min and quenched with 0.125 M final concentration of glycine. Crosslinked cells were scraped and resuspended in sonication buffer (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS) and sonicated using a Diagenode Bioruptor for three 5-minute rounds using pulsing settings (30 s ON; 30 s OFF). Sonicated chromatin was then incubated overnight at 4 °C with 1 μg of YAP/TAZ antibody conjugated to magnetic beads. Following IP, beads were washed twice with RIPA buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% Na-deocycholate, 0.1% SDS), low salt buffer (20 mM Tris pH 8.1, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), high salt buffer (20 mM Tris pH 8.1, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl buffer (10 mM Tris pH 8.1, 250 mM LiCl, 1 mM EDTA, 1% Na-deoxycholate, 1% NP-40), and 1X TE. Finally, DNA was extracted by reverse crosslinking at 65 °C for 6 h with proteinase K (20 µg/mL) and 1% SDS followed by DNA purification by a Qiagen PCR Purification Kit. After purification of the immunoprecipitated DNA, qRT-PCR was run at least in duplicate from at least two independent experiments, and data were normalized to input values and calculated as percent input recovery using the ΔΔCt method.

### Generation of single nucleus RNA sequencing (snRNAseq) libraries and sequencing

The rats were treated with VED for 10 min at 600 mmHg 3 times per day for 7 days. Then we collected the Con or VED penis and rapid freezed them using liquid nitrogen. Nuclei were extracted from rat penis using previous methods^41^ and checked under microscope to investigate the morphology of nuclei. Extracted nuclei from two rat penis were mixed and subjected to single nucleus library construction using chromium single cell 3’ reagent kits (v3 Chemistry) following the manufacture’s protocol.

### Process of snRNAseq data

The raw sequencing data was mapped to the rat reference genome (Rnor_6.0, genome-date 2014-07, NCBI:GCA_000001895.4) using Cell Ranger (cellranger-6.1.2) with default parameters, giving rise to gene expression matrix for downstream analysis. The output of CellRanger was loaded into Seurat package^42^. Erection and flaccid data sets were integrated using Seurat IntegrateData function based on integration anchors identified by the FindIntegrationAnchors function. Top 4000 high variable features and top 20 principal components were selected for dimension reduction, followed with clustering using FindMarker function implemented in Seurat software at the resolution of 0.5. KEGG term enrichment was conducted using clusterProfiler^43^ with the following parameters: organism = ‘rno’, keyType = ‘kegg’, pAdjustMethod = ‘BH’, minGSSize = 3, maxGSSize = 500. Data visualization was achieved using VlnPlot and DoHeatmap functions implemented in Seurat and other visualization functions embedded in complexheatmap^44^ and ggplot^45^. Differentially expressed gene list between flaccid and erection states of SMC was extracted and subjected to transcription factor binding motif enrichment analysis using findMotifs.pl from HOMER^46^ with the following parameters: input.txt rat Output/ -start −1000 -end 0 -len 4,10 -p 4.

### Preparation of the stretching chamber

Firstly, we made a mold of stretchable chamber and poured polydimethylsiloxane (PDMS) liquid (10:1 mixture of Dow Corning 184 gel and curing agent) into the mold. Then, we evacuated the air bubbles and baked the PDMS in the mold at 80 °C for 2 h. Afterward, the PDMS stretching chamber for experiment was obtained by disassembling the mold. Then the surface of the chamber was coated with a 0.2 mg/mL collagen solution at 37 °C for 24 h. Finally, the stretching chamber was rinsed with water, air dried, and sterilized by UV light for 10 min before seeding the cells.

### Stretching method

The stretching chamber was sleeved on the two arms of the stretching device. Place the entire stretching device on the microscope stage which itself was in the living cell workstation. The temperature in the workstation was kept at 37 °C for long-term in-suit observation. To keep a stable concentration of 5% carbon dioxide for the cells, a flexible film was used to cover the stretching chamber to build an approximately closed space, and pass 5% carbon dioxide and water vapor into the closed space. Through a screw with opposite threads, the rotary motion of the stepper motor was translated into a symmetrical linear motion of the stretching arms of the device. The flexible chamber fixed on the stretching arms was then stretched by the periodic motion of the arms with different amplitudes at specific frequencies. In the experiment, we chose the stretching amplitudes as 10% of the length of the stretching chamber, and the stretching frequency as 1.5 Hz. The loading mode is a stretch-recovery-stretch cycle, which was performed for 6 h in each experiment.

### Statistics

The number of biological and technical replicates and the number of animals are indicated in the figure legends, main text and Methods. In addition, all data are presented as the mean ± sem. in the figure legends and extended data figures. Statistical analysis was performed by excel software. Comparisons were analyzed by two-sides unpaired Student’s *t* test, as indicated in the figure legends and extended data figures. The investigators were blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Single nucleus RNA sequencing data from rats and RNA sequencing data from mice can be accessed from the NCBI Gene Expression Omnibus database GSE208293. The mouse genome (mm10) was downloaded from the FTP of the Ensembl database (https://asia.ensembl.org/Mus_musculus/Info/Index). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

## Code availability

All code associated with this manuscript have been uploaded to GitHub (https://github.com/jmt1105/ED).

# Supplementary material for: The role of mechano-regulated YAP/TAZ in erectile dysfunction
**Source:** Nat Commun. 2023 Jun 23;14:3758. doi: 10.1038/s41467-023-39009-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

The Role of Mechanoregulated YAP/TAZ in Erectile Dysfunction.

Mintao Ji^{1†}, Dongsheng Chen^{2†}, Yinyin Shu¹, Shuai Dong¹, Zhisen Zhang¹, Haimeng Zheng¹, Xiaoni Jin¹, Lijun Zheng¹, Yang Liu³, Yifei Zheng^{4,5}, Wensheng Zhang⁶, Shiyu Wang², Guangming Zhou¹, Bingyan Li⁷, Baohua Ji⁴, Yong Yang^{3*}, Yongde Xu^{8*}, Lei Chang^{1*}

†These authors contributed equally to this work.

This PDF file includes:

Supplementary Figures 1 to 8

Supplementary Table 1

Supplementary Fig. 1. An erect penis mechanically stretches SMCs and activates YAP/TAZ.

a, Representative images (left) and quantification (right) of the ICP from erectile and flaccid penises of mice (n=7). **b**, Violin plots of representative markers for each cell type in single nucleus RNA sequencing (snRNAseq) data sets. **c**, Heatmap plots of gene modules specifically expressed in each cell type. **d**, Transcription factor motif enriched in promoter regions of gene sets differentially expressed between flaccid and erection conditions of SMCs. **e**, GSEA analyze of YAP/TAZ target genes between flaccid and erection conditions of cell clusters. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Each point represents a mouse biologically independent sample and the experiments were repeated three independent times with similar results. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. Source data are provided as a Source Data file.

Supplementary Fig. 2. YAP/TAZ plays a vital role in rat ED models.

a, Immunofluorescence images of YAP/TAZ (red), α SMA (green) and DAPI (blue) and immunohistochemistry of TAZ from sham rats and the indicated time points of the BCNI-induced rat ED models. Quantification of TAZ immunohistochemistry (**b**) from sham rats (n=3) and 5 days (n=5), 14 days (n=3), 28 days (n=5) and 60 days (n=5) indicated time points of the BCNI-induced rat ED models. Expression of the YAP/TAZ target gene *Cyr61* (**c**) from sham rats (n=3) and 5 days (n=6), 14 days (n=4), 28 days (n=6) and 60 days (n=7) indicated time points of the BCNI-induced rat ED models. **d**, Immunofluorescence images of YAP/TAZ (red), α SMA (green) and

DAPI (blue) and immunohistochemistry of TAZ from the control and indicated time points of the IR-induced rat ED models. Quantification (e) of TAZ from control (n=5) and 1 month (n=3), 2 months (n=5), 3 months (n=5) and 5 months (n=7) indicated time points of the IR-induced rat ED models. Expression of the YAP/TAZ target gene *Cyr6l* (f) from control (n=16) and 1 month (n=3), 2 months (n=5), 3 months (n=6) and 5 months (n=10) indicated time points of the IR-induced rat ED models. Data are presented as the mean $\pm$ sem. Each point represents a biologically independent rat sample and the experiments were repeated three independent times with similar results. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. Scale bars, 10 μ m. Source data are provided as a Source Data file.

Supplementary Fig. 3. Mechanical stretching exerts a predominant effect on YAP/TAZ activity in comparison to PDE5i.

a, Quantification of YAP/TAZ (red) and DAPI (blue) in SMCs replated on a high or low mechanical ECM (n=16). Quantification (b) of YAP/TAZ (red) and DAPI (blue) in control (n=6) SMCs treated with the indicated mechanotransduction inhibitors, such as Dasa (dasatinib, n=10), Y27632 (n=5), and latrunculin A (Lat.A, n=8). Immunofluorescence images (c) of YAP/TAZ (red) and DAPI (blue), quantification (d) of YAP/TAZ localization in SMCs replated on the sparse (PDE5i untreated, n=11; PDE5i treated, n=9) or dense (PDE5i untreated, n=11; PDE5i treated, n=11) states and treated with/without PDE5i. Expression of the YAP/TAZ target gene *Ctgf* (e) and *Cyr6l* (f) in SMCs replated on the sparse or dense states and treated with/without PDE5i (n=4). Immunofluorescence images (g) of YAP/TAZ (red) and DAPI (blue), quantification (h) of YAP/TAZ localization in control (n=5) SMCs treated with Ble (n=7) or Jas (n=13). Expression of the YAP/TAZ target gene *Ctgf* (i) and *Cyr6l* (j) in SMCs treated with Ble or Jas (n=4). Immunofluorescence images (k) of YAP/TAZ (red) and DAPI (blue), quantification (l) of YAP/TAZ localization in control (n=5) SMCs treated with Lat.A (n=13) or Myo A (n=10). Expression of the YAP/TAZ target gene *Ctgf* (m) and *Cyr6l* (n) in SMCs treated with Lat.A or Myo A (n=4). Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean $\pm$ sem. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. The point represents a mouse or detected cell area over 3 biologically independent experiments with similar results. Scale bars, 10 μ m. Source data

are provided as a Source Data file.

Supplementary Fig. 4. ADM is transcriptionally regulated by the mechano-YAP/TAZ axis and independent of PDE5i.

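For the genes printed in the table of Fig. S4b, the ratio of mean FPKM between siCo and siYAP/TAZ cells was computed from the deposited counts, and all 21 ratios match those of the figure to 2 significant digits. Acta1, skeletal muscle actin, had 20.6 FPKM ± 1.84 (SD, n = 2) in siCo cells and 1.22 FPKM ± 0.382 (SD, n = 2) in siYAP/TAZ cells. Dlk2, a membrane protein related to a Notch pathway inhibitor, had 3.75 FPKM ± 0.071 in siCo cells and 0.415 FPKM ± 0.12 in siYAP/TAZ cells (SD, n = 2 each). Ccl8, a chemokine, had 3.75 FPKM ± 1.16 in siCo cells and 41.1 FPKM ± 0.905 in siYAP/TAZ cells (SD, n = 2 each). Rgs5, a regulator of G protein signalling, had 3.23 FPKM ± 0.325 in siCo cells and 19.8 FPKM ± 0.134 in siYAP/TAZ cells (SD, n = 2 each). All 4 passed edgeR's quasi-likelihood test, with the largest adjusted p, 7.179e-10, for Dlk2. Some of the ratios rest on few counts. Gm22571 had 12 and 5 counts in the siCo libraries and 0 and 2 counts in the siYAP/TAZ libraries, and the filter on low counts left it out of the test. Gm22806 had 11 and 12 counts against 2 and 1, and Lce1h, a gene of the late cornified envelope, had 34 and 62 counts against 3 and 3.
Ramp3, an accessory protein of the adrenomedullin receptor shown in the heatmap, had a log2 fold change of -1.25 (standard error 0.147, adjusted p = 2.9e-07 from edgeR). P2rx5, a purinergic receptor measured by qRT-PCR as P2x5, had a log2 fold change of -1.13 (standard error 0.216, adjusted p = 0.0001321 from the same test). The region from 557 to 699 bp upstream of the annotated start of Adm, on the plus strand, corresponds to chromosome 7 of mm10 from 110626962 to 110627104. Of 2 annotated Adm transcripts, 1 begins at that start. The position was computed from the distances the paper gives, and the ChIP primers were not placed on the genome.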

Heatmap showing the changes in gene expression (a) and table of the most changed genes (b) in primary penile SMCs treated with siYAP/TAZ. c, qRT-PCR assessing the expression of *Yap*, *Taz*, *Amotl2*, *Ptx3*, *Adm*, and *P2x5* from RNA-seq. n = 2 biologically independent samples. d, qRT-PCR assessing the interaction sites between YAP and the ADM promotor. e, Schematic of the binding site of YAP and the ADM promotor. Bar charts are presented as the mean. Source data are provided as a Source Data file.

Supplementary Fig. 5. YAP/TAZ-ADM controls the penile SMCs' contraction.

a, Representative flow cytometry images of Ca^{2+} level in primary penile SMCs treated with Ad-Cre to knock out YAP/TAZ. b, Representative immunofluorescence of pMLC (green), phalloidin (red) and DAPI (blue) in primary penile SMCs treated with Ad-Cre to knock out YAP/TAZ. Representative immunofluorescence (c) and quantifications (d) of pMLC (green), phalloidin (red) and DAPI (blue) in control (n=42) primary penile SMCs treated with siYAP/TAZ (n=49), siADM (n=40), angiotensin II (as a positive control to increase contraction ability, n=39) and SNAP (as a positive control to decrease contraction ability, n=98), each point represents an area examined over 3 independent experiments. e, Representative contraction images (left) and quantifications of contraction ability (right) in control (n=11) primary penile SMCs treated with siADM (n=5) and siYAP/TAZ (n=3). f, Representative flow cytometry images of Ca^{2+} level in primary penile SMCs overexpressing ADM or knocking down YAP/TAZ by siRNA. g, Representative flow cytometry gating strategy of Ca^{2+} level in SMCs. h, Representative immunofluorescence of pMLC (green), phalloidin (red) and DAPI (blue) in primary penile SMCs overexpressing Flag-ADM or knocking down YAP/TAZ. i, Representative contraction images (upper) and quantifications of contraction ability (bottom) in control (n=8) primary penile SMCs overexpressing ADM (n=6) or knocking down YAP/TAZ (n=7) by siRNA. j, Contraction ability in control (n=5) primary penile SMCs overexpressing TAZ (n=5) or knocking down ADM (n=7). Representative images (k) and quantifications (l) of the ICP from Sham (n=8), BCNI (n=15), BCNI+PDE5i (Tadalafil, n=4), BCNI+PY60 (YAP/TAZ activator, n=8), BCNI+ADM mice (n=5), related to Fig. 3v. m, Expression of TAZ and ADM in the indicated groups. Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Violin and dot plots indicate mean

(middle line) and all points. Bar charts are presented as the mean $\pm$ sem. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. The point represents a mouse, sample or detected cell area over 3 biologically independent experiments with similar results. Scale bars, 10 μ m. Source data are provided as a Source Data file.

Supplementary Fig. 6. VED promotes ED recovery by upregulating YAP/TAZ-ADM activity.

ICP (left panel of **a**) and quantification (right panel of **a**) from the sham (n=8), BCNI (n=7) and BCNI+Vardenafil groups (n=5). Expression of the YAP/TAZ target gene *Cyr61* (**b**) in sham (n=5), BCNI (n=4), and BCNI combined VED (VED)-treated rats (n=6). Quantification of immunohistochemistry assessing the expression of TAZ (**c**) in sham (n=3), BCNI (n=5), and BCNI combined VED (VED)-treated rats (n=15). Representative immunofluorescence images (**e**) of YAP/TAZ (red), phalloidin (green) and DAPI (blue) and quantifications of YAP/TAZ localization (**d**) in sham (n=3), BCNI (n=3), and BCNI combined VED (VED)-treated rats (n=11). Box plots indicate median (middle line), 25th, 75th percentile (box), minima, maxima and all points. Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean $\pm$ sem. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. The point represents a mouse or rat sample over 3 biologically independent experiments with similar results. Scale bars, 10 μ m. Source data are provided as a Source Data file.

Supplementary Fig. 7. SWT promotes ED recovery by upregulating YAP/TAZ-ADM activity.

Expression of the YAP/TAZ target gene *Cyr61* (**a**) in sham (n=5), BCNI (n=4), and BCNI combined SWT (SWT) treated rats (n=7). Quantification of immunohistochemistry assessing the expression of TAZ (**b**) in sham (n=3), BCNI (n=3), and BCNI combined SWT (SWT) treated rats (n=15). Representative immunofluorescence images (**d**) of YAP/TAZ (red), phalloidin (green) and DAPI (blue) and quantifications of YAP/TAZ localization (**c**) in sham (n=3), BCNI (n=3), and BCNI combined SWT (SWT) treated rats (n=7). Representative image (**e**) and quantification (**f**) of MAP from the sham and *Yap* cKO mice (n=2, biologically independent samples). Representative immunofluorescence images (**g**) of Cre-GFP (green) in WT and Cre^{AAV}*Y/T* cKO mice. **h**, Western blots assessing the expression of TAZ and ADM in aorta or penis from WT, Cre^{AAV}*Y/T* cKO and Cre^{Ad}*Y/T* cKO mice. **i**, Western blots assessing the expression of YAP, TAZ and ADM from WT, Cre^{AAV}*Y/T* cKO and *Yap* cKO mice treated with/without VED. Dot plots indicate mean (middle line) and all points. Bar charts are presented as the mean $\pm$ sem. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is

95%. The point represents a mouse or rat sample over 3 biologically independent experiments with similar results. Scale bars, 10 μ m. Source data are provided as a Source Data file.

Supplementary Fig. 8. The role of YAP/TAZ from pericyte or endothelial cells in erectile function and erectile restoration from the ED.

KEGG signaling pathways (left panel of **a**) and heatmap of YAP/TAZ target genes (right panel of **a**) between the erectile penis and flaccid penis of mice in pericytes. KEGG signaling pathways (left panel of **b**) and heatmap of YAP/TAZ target genes (right panel of **b**) between the erectile penis and flaccid penis of mice in endothelial cells. Representative immunofluorescence images (**c**) and quantifications (**d**) of immunofluorescence images of YAP/TAZ (red), PDGFR β (green) and DAPI (blue) from sham rats (n=3) and 5 days (n=6), 14 days (n=3), 28 days (n=3) and 60 days (n=6) indicated time points of the BCNI-induced rat ED models. Representative immunofluorescence images (**f**) of YAP/TAZ (red), PDGFR β (green) and DAPI (blue) and quantifications of YAP/TAZ localization (**e**) the sham (n=3), BCNI (n=6), and BCNI combined VED (VED) treated rats (n=6). Representative immunofluorescence images (left panel of **g**) of YAP/TAZ (red), PDGFR β (green) and DAPI (blue) and quantifications of YAP/TAZ localization (right panel of **g**) in the sham (n=4), BCNI (n=3), and BCNI combined SWT (SWT) treated rats (n=5). Representative immunofluorescence images (**h**) of YAP/TAZ (red), CD31 (green) and DAPI (blue) in the sham, BCNI, BCNI+PDE5i, BCNI+PY60, BCNI+ADM mice. Dot plots indicate mean (middle line) and all points. The statistical analysis was calculated by two-sides unpaired Student's *t*-test, the confidence interval is 95%. The point represents a mouse or rat sample over 3 biologically independent experiments with similar results. Scale bars, 10 μ m. Source data are provided as a Source Data file.

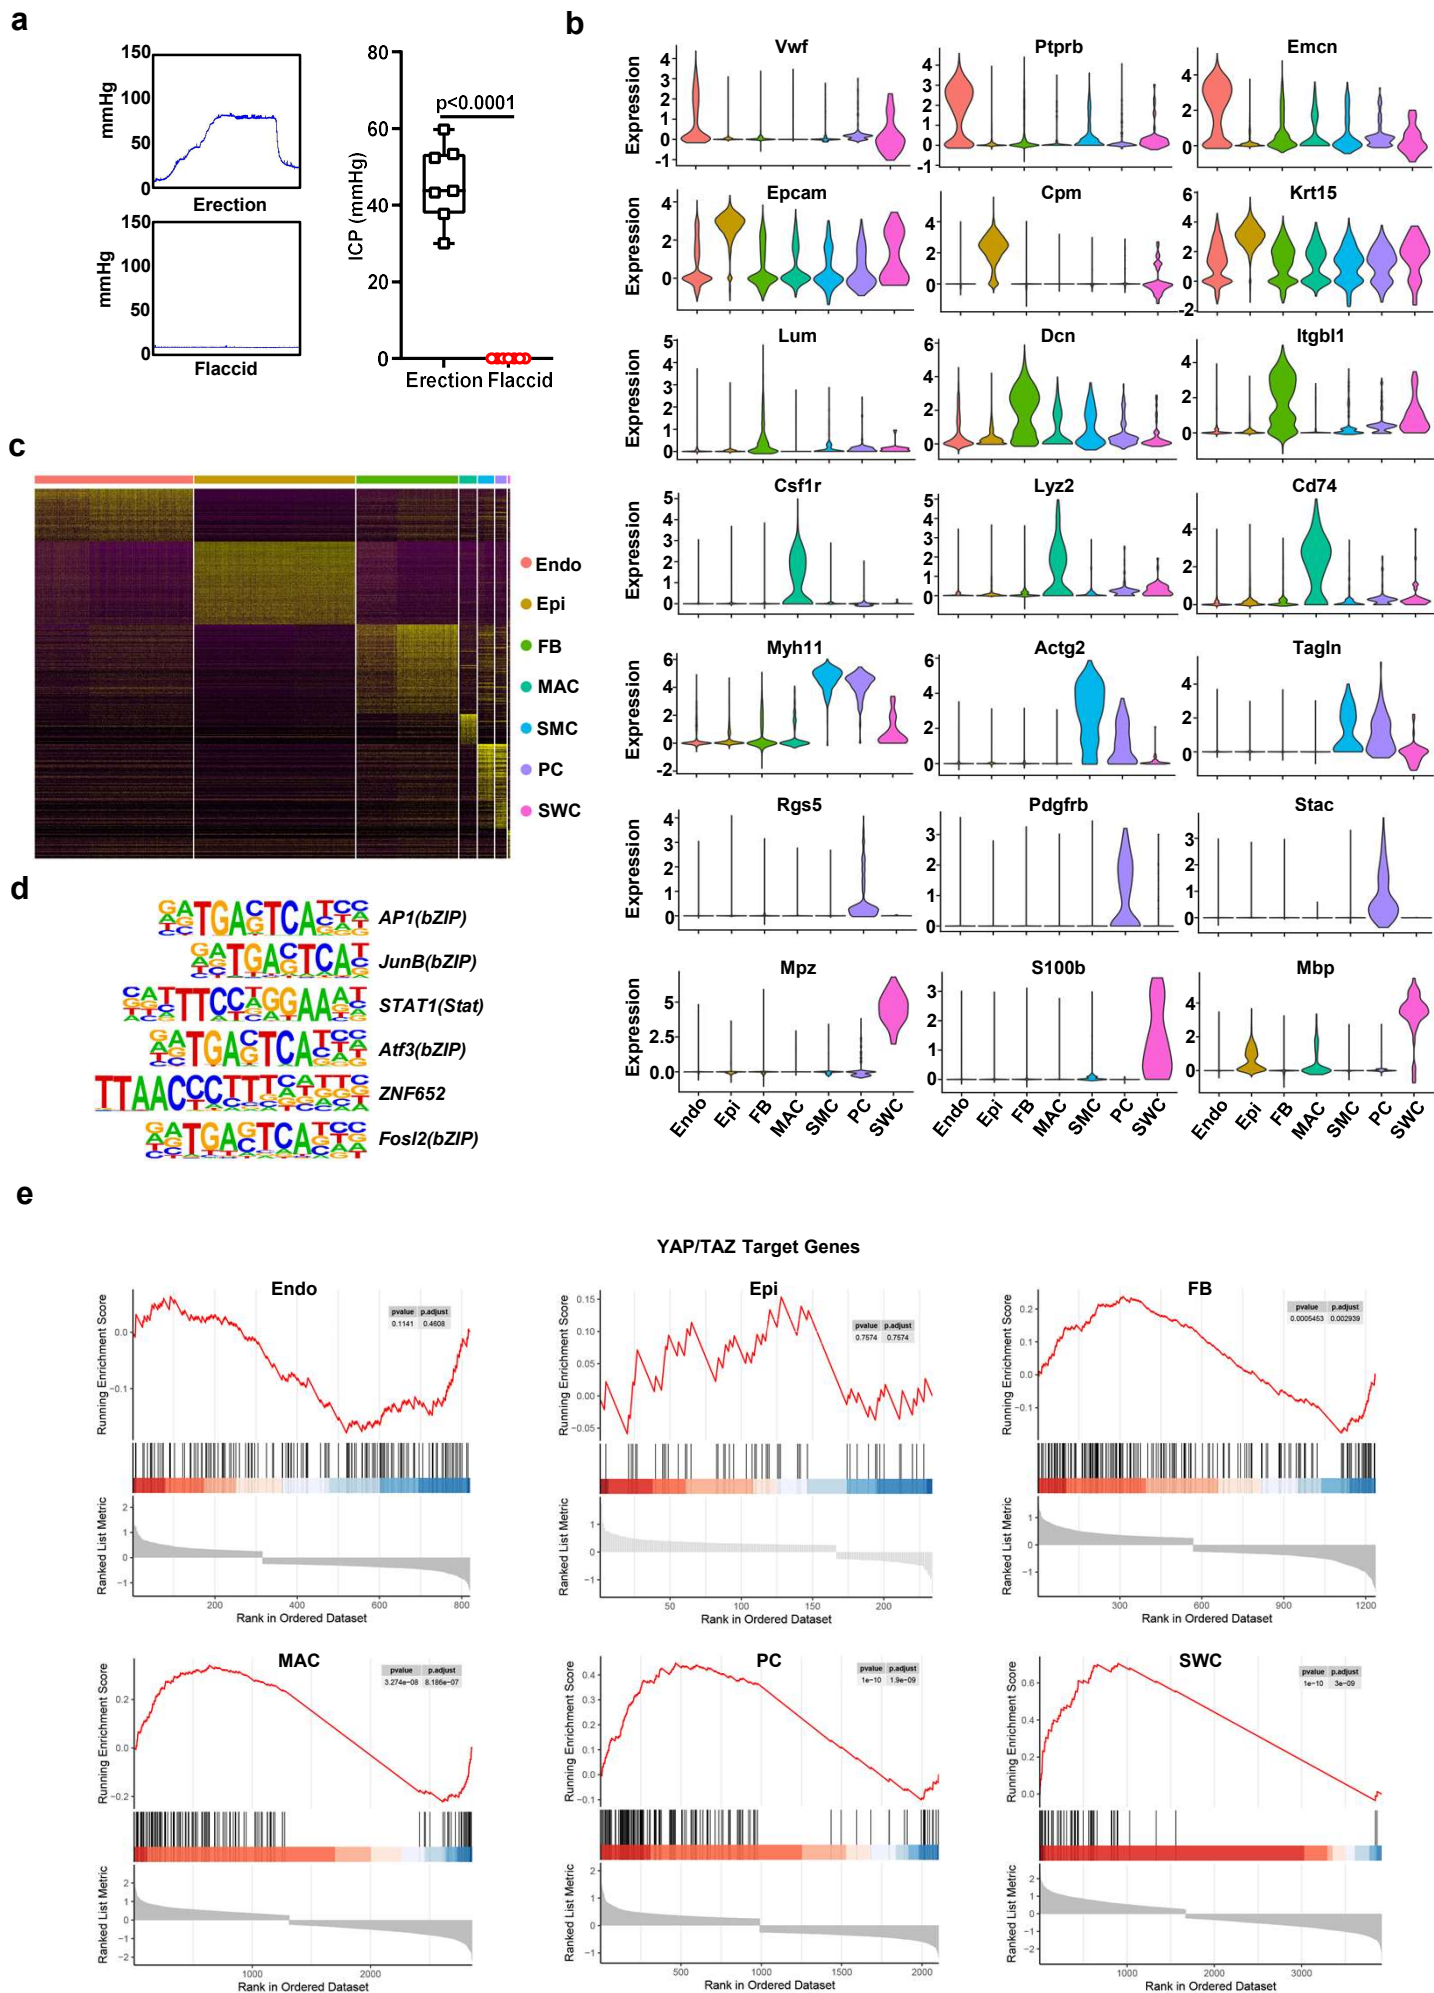

Supplementary Fig. 1. An erect penis mechanically stretches SMCs and activates YAP/TAZ.

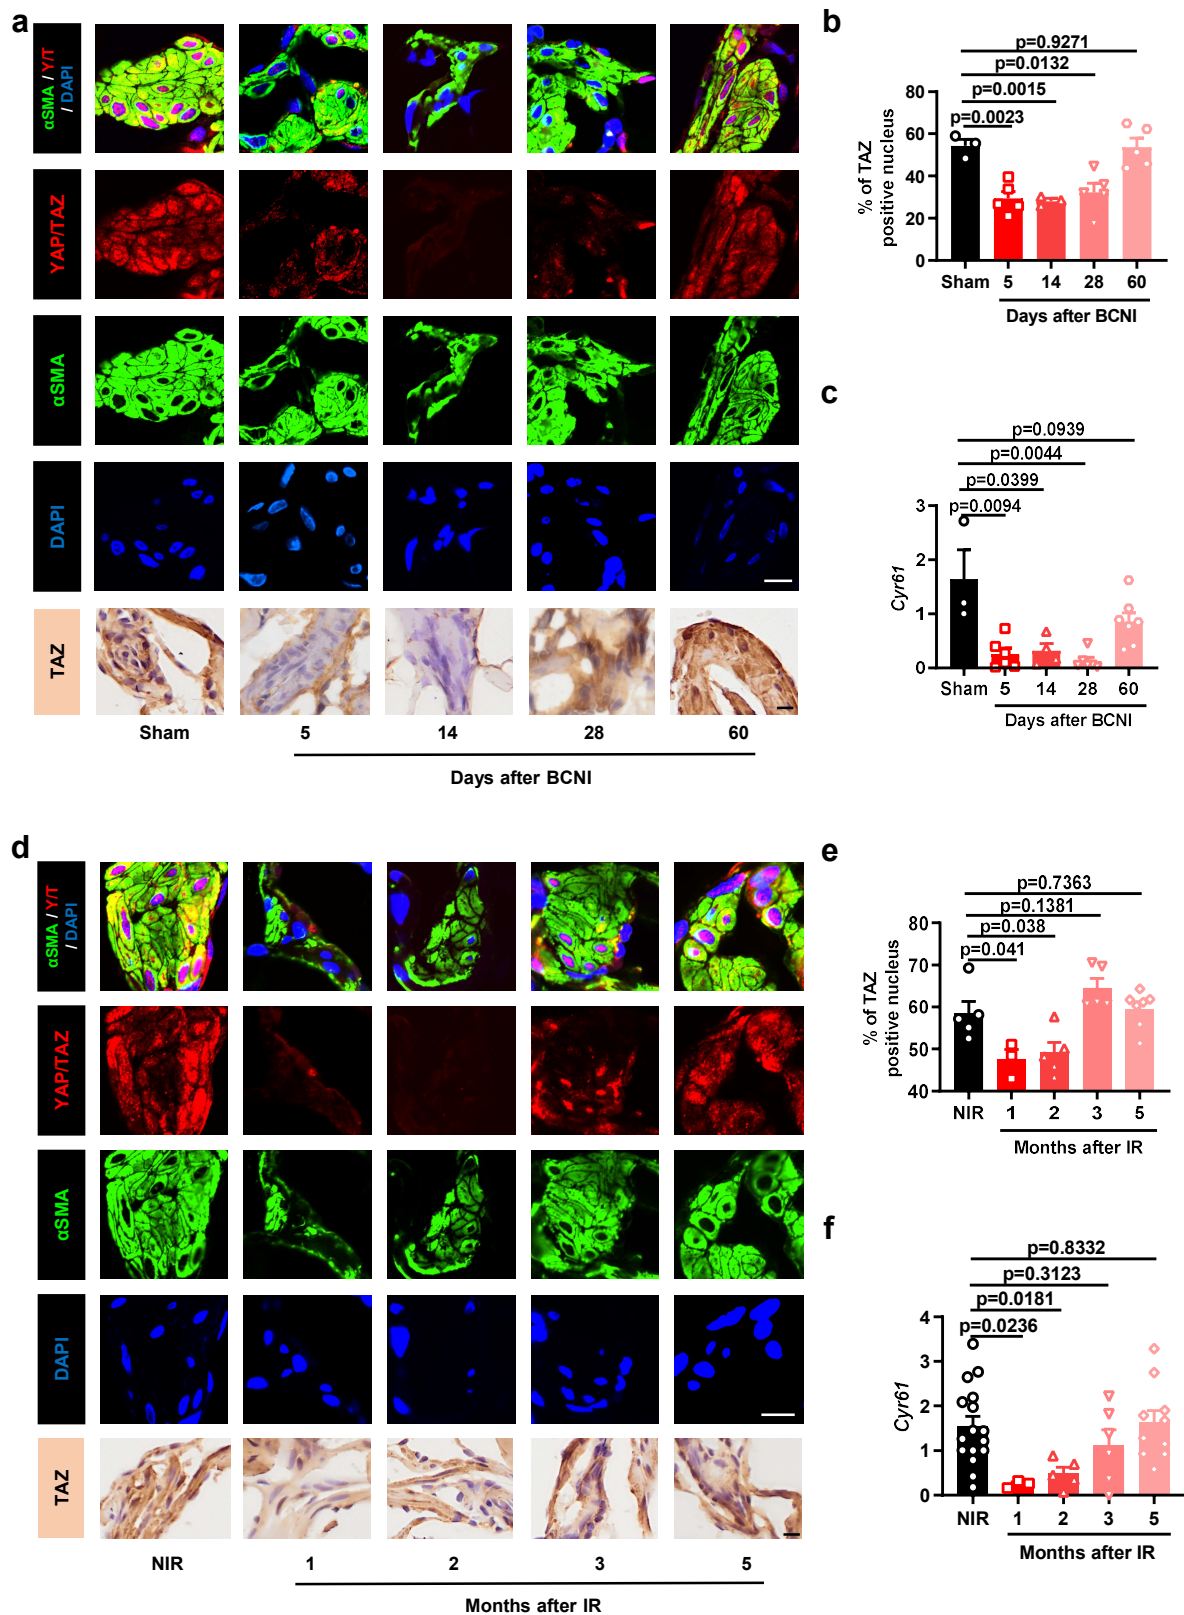

Supplementary Fig. 2. YAP/TAZ plays a vital role in rat ED models.

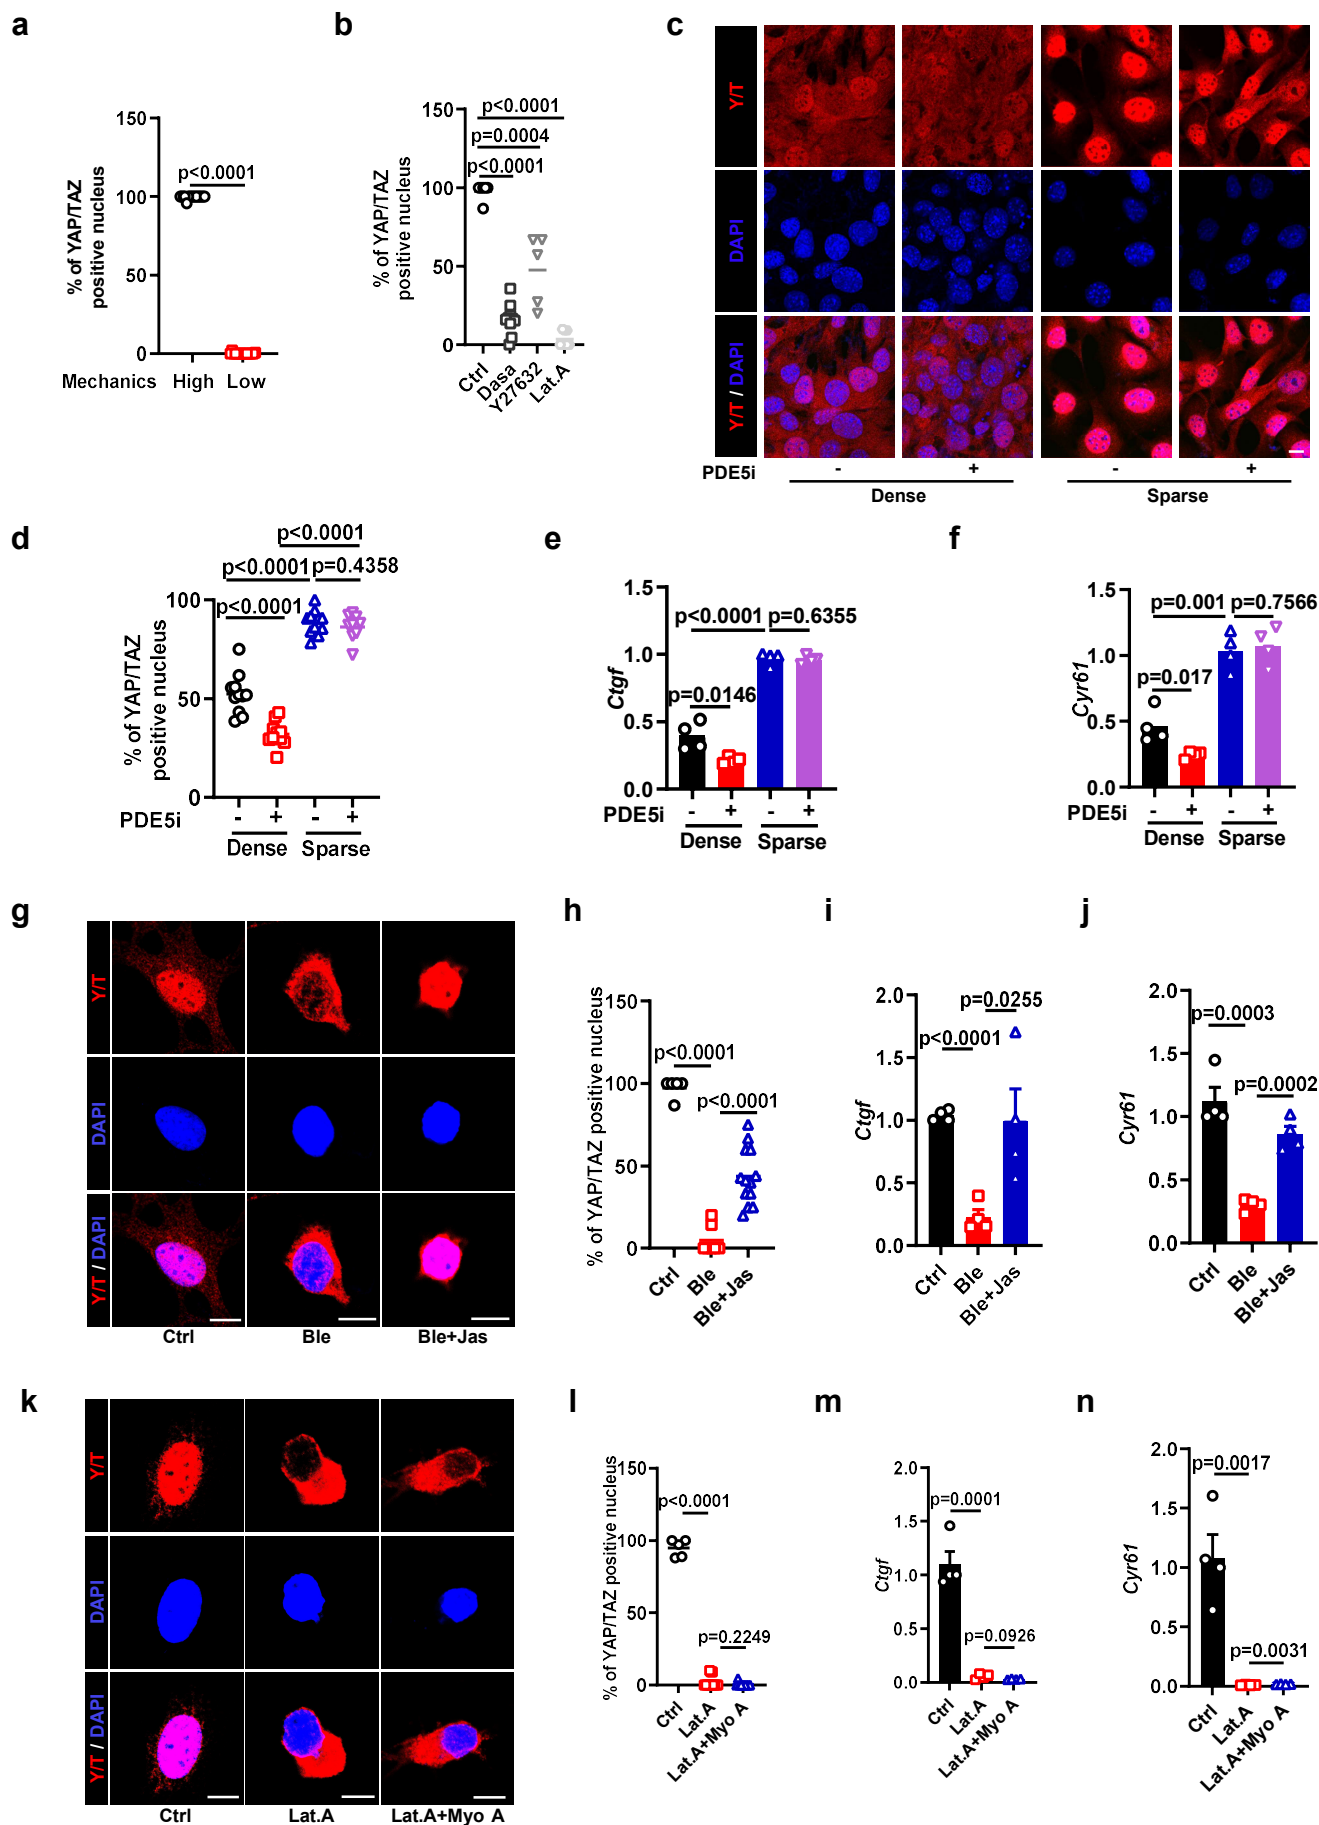

Supplementary Fig. 3. Mechanical stretching exerts a predominant effect on YAP/TAZ activity in comparison to PDE5i.

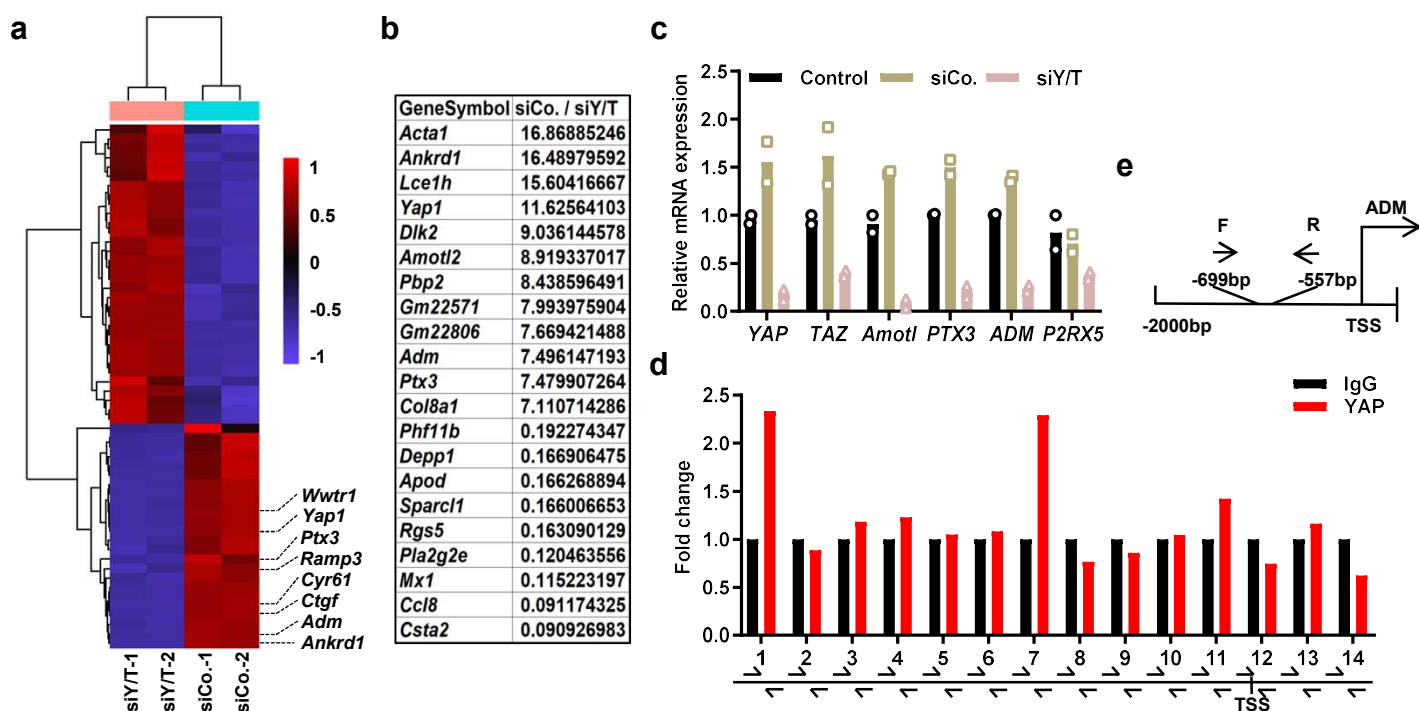

Supplementary Fig. 4. ADM is transcriptionally regulated by the mechano-YAP/TAZ axis and independent of PDE5i.

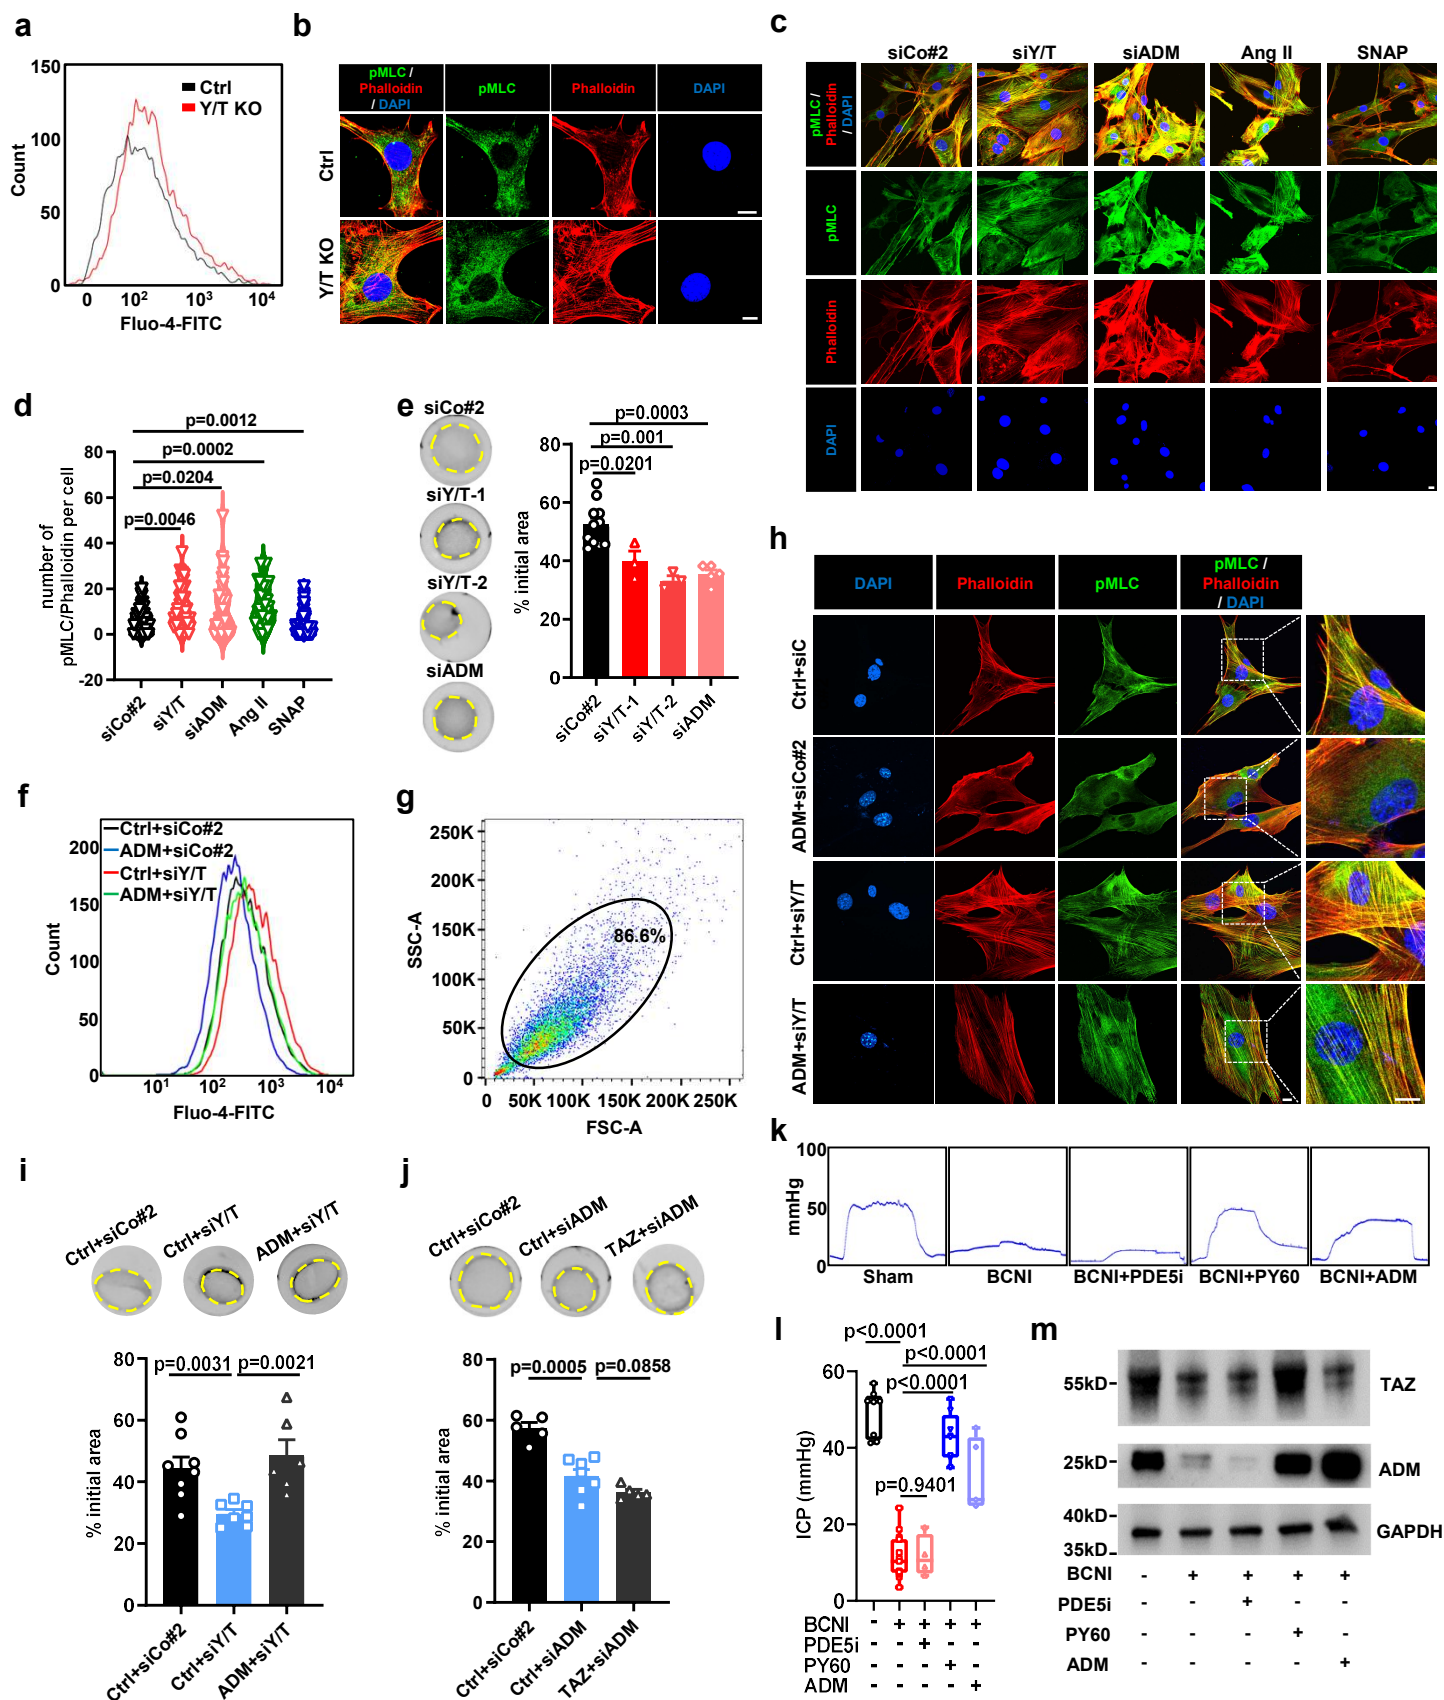

Supplementary Fig. 5. YAP/TAZ-ADM controls the penile SMCs' contraction

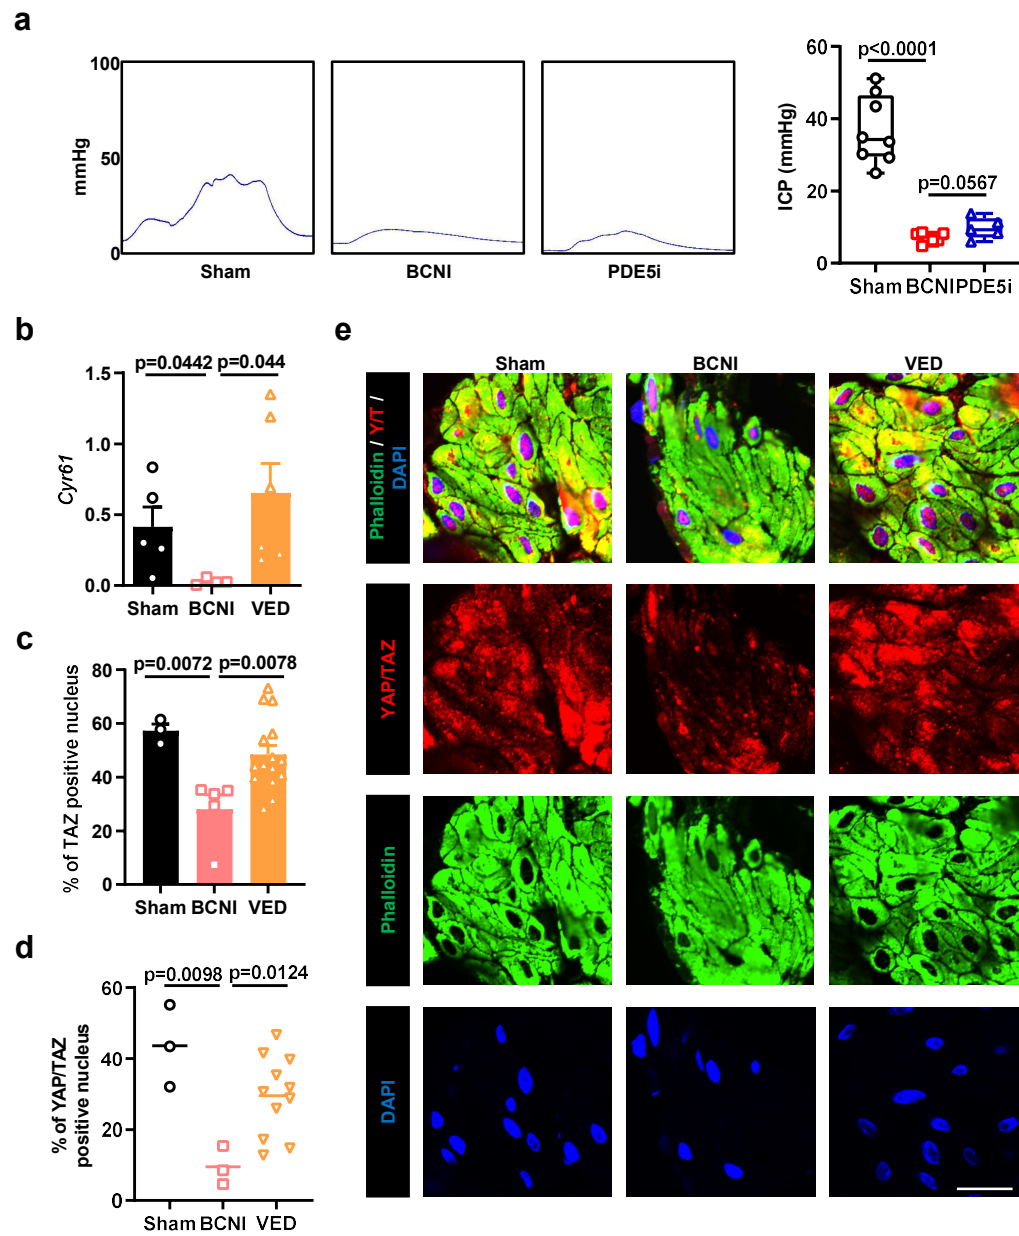

Supplementary Fig. 6. VED promotes ED recovery by upregulating YAP/TAZ-ADM activity.

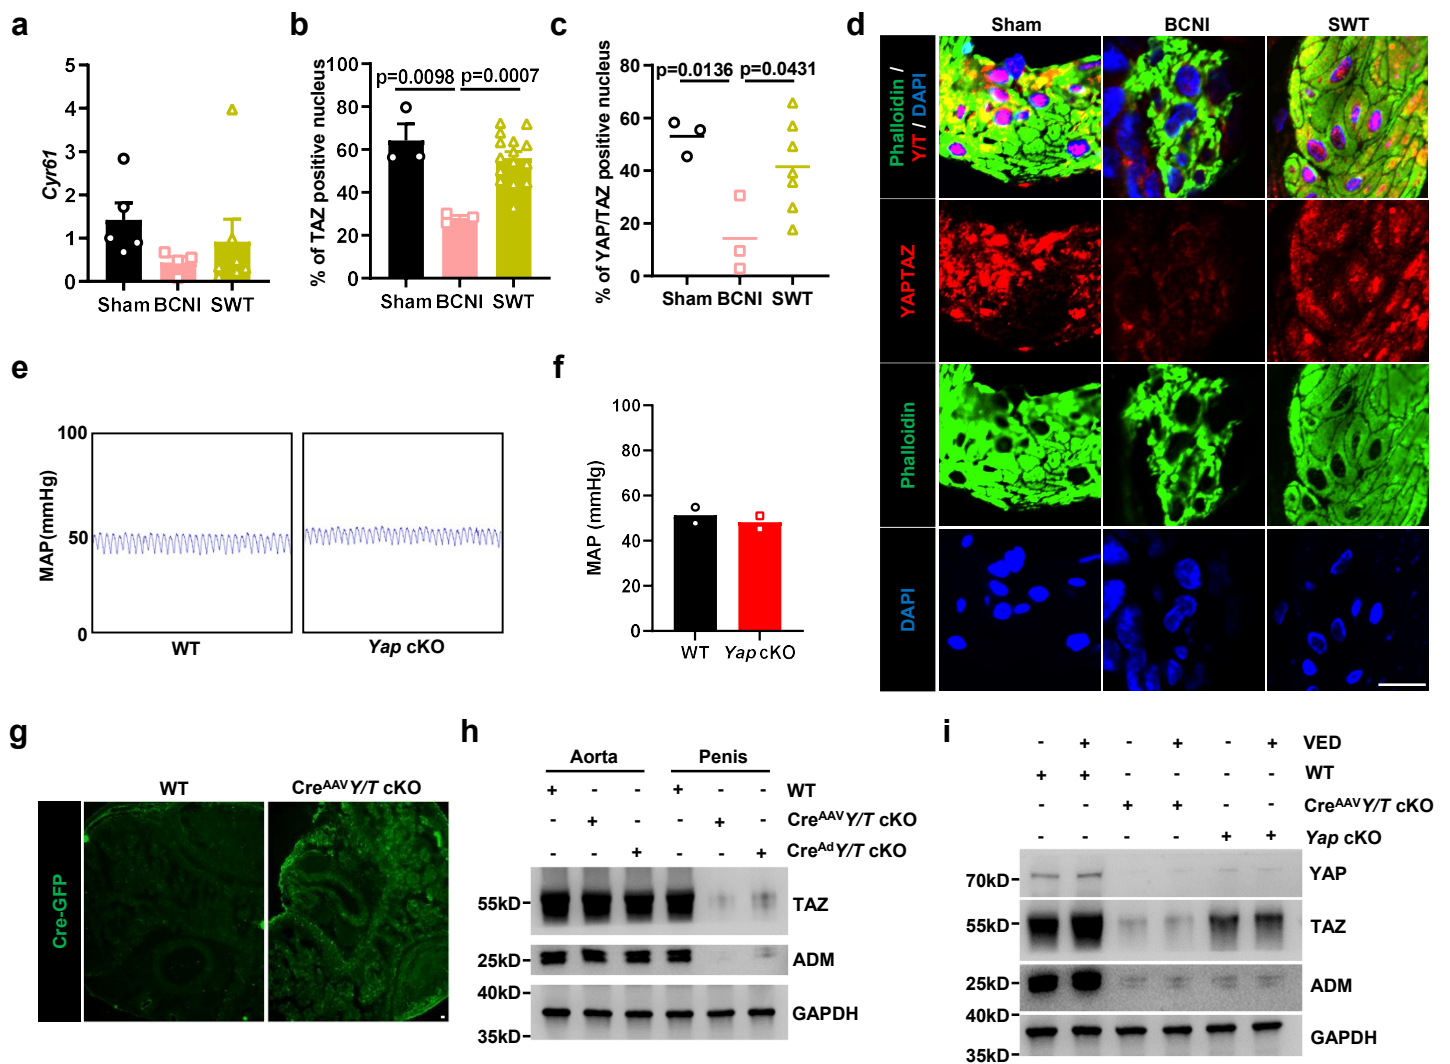

Supplementary Fig. 7. SWT promotes ED recovery by upregulating YAP/TAZ-ADM activity.

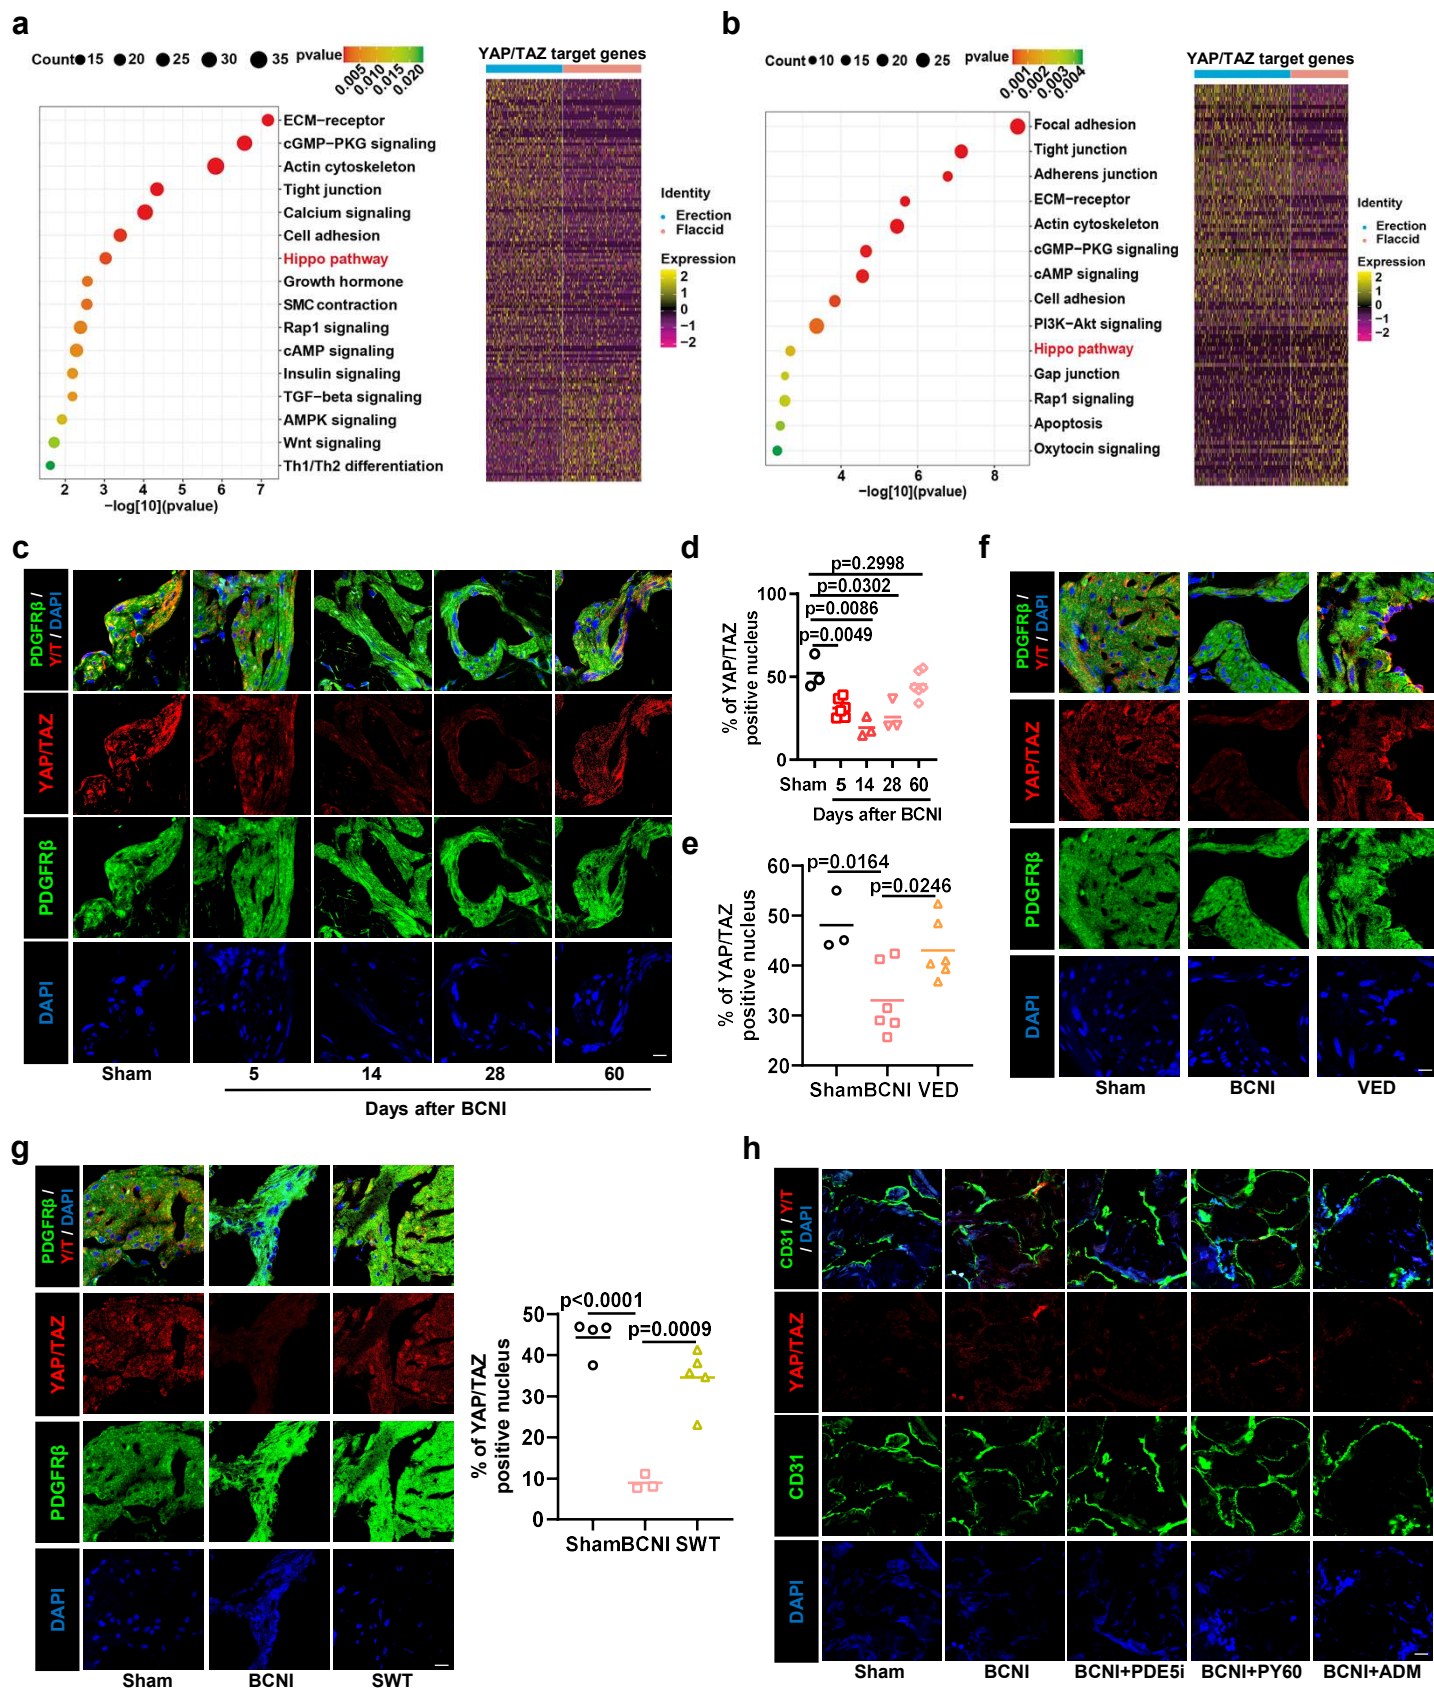

Supplementary Fig. 8. The role of YAP/TAZ from pericyte or endothelial cells in erectile function and erectile restoration from the ED.

Supplemental Table1. PCR oligo sequences.		
Gene	Forward primer	Reverse primer
Rat		
rCtgf	TCTTCGGTGGGTCCGTGTA	CGGTCCTTGGGCTCATCAC
rCyr61	AGAGGCTTCCTGTCTTTGG	CAGTATTTGGGCCGGTAT
rGapdh	TATCGGACGCCTGGTTAC	CTGTGCCGTTGAACTTGC
rAdm	TCGCCCTGATGTTATTGG	CTCTGAGTGCTGGCTTGTG
Mouse		
mTaz	ATGAATCCGTCCTCGGTGC	GAGTTGAAGAGGGCTTCGAG
mYap	AAGGAGAGACTGCGGTTGAA	CCTGAGACATCCCAGGAGAA
mGapdh	ATCCTGCACCACCAACTGCT	GGGCCATCCACAGTCTTCTG
mCtgf	CTGCCTACCGACTGGAAGAC	CATTGGTAACTCGGGTGGAG
mCyr61	GCTCAGTCAGAAGGCAGACC	GTTCTTGGGGACACAGAGGA
mAnkrd1	CTGTGAGGCTGAACCGCTAT	TCTCCTTGAGGCTGTCTGAAT
mPtx3	GTGGTGGGTGGAAAGGAG	CCCGGATGTGACAGGATT
mAdm	TTGGGTTCACCTCGCTTTC	ATGCCGTCCTTGTCTTTG
mAmotl2	GGAAAGAAACGGTGCTCG	GGTCGGTATCTTGGGTCAGT
mP2rx5	ACTGGTCGCTGTCTACGG	AGCACATTGGCTTTGGAG
mAdm-chip-1	GGGATAATAGTATCACAAGGA	TTCGTAATAAGGGCAGAA
mAdm-chip-2	TTAGAGGCAGATAAGGTAGG	TCCCGAAGCTAAAGACAT
mAdm-chip-3	TACCCTTTCGGCACTTCA	CTGCCTTCATTCATCCATCA
mAdm-chip-4	CCACCTGATGAGAATGGT	TAAAGTGAAGTGCCGAAA
mAdm-chip-5	AGTTCTGCCCTTATTACGA	CGGCTTAGCACCTGACTG
mAdm-chip-6	TGTGCTCCCAAGTCAGTCA	GGAAATACAGGAATAGCCAAA
mAdm-chip-7	GTCGCCAGGAAGAGGACA	CCCTTCTAGGGCCAACT
mAdm-chip-8	TTGGCCCTAGAAGGGAAGA	GCACAGCGGCTCGGTTTT
mAdm-chip-9	GTACCCTGCGGGCACAGAT	TGCAAGAACCGGGAGACG
mAdm-chip-10	GAGGACTCCAGGGCAAAT	CGATGAGAAGCCGAGAAA
mAdm-chip-11	AGTCCTGCTCCAGTCTAATC	CCAGCGTGCTTGCTTCTA
mAdm-chip-12	GTTTCTCGGCTTCTCATCG	GTCCAGCTCTGCAAGTTTT
mAdm-chip-13	CCTCCAGCATGTTAGGGA	GAGCTAGACCTGGGCAAT
mAdm-chip-14	TCAGCACTCTGGGTTGTAC	ATTAGACTGGAGCAGGACTT
mRps18-chip	AGTTCCAGCACATTTTGCGAG	TCATCCTCCGTGAGTTCTCCA

Supplemental Table2. siRNA sequences.				
siRNA	Interfering sequence (target)			
siCo.	AllStars	Negative	Control	siRNA
<i>mouse</i>				
siY/T#1	CAGCCGAATCTCGCAATGA (TAZ#1)			
	CGGTTGAAACAACAGGAAT (YAP#1)			
	GAAGCGCTGAGTTCCGAAA (YAP#2)			
siY/T#2	CCATGAGCACAGATATGAG (TAZ#2)			
	ACTTGGAGGCGCTCTTCAA (YAP#3)			
	TGAGAACAATGACAACCAA (YAP#4)

# Supplementary material for: The role of mechano-regulated YAP/TAZ in erectile dysfunction
**Source:** Nat Commun. 2023 Jun 23;14:3758. doi: 10.1038/s41467-023-39009-z
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry acquisitions were performed using BD FACVerse. Code:Z6511550318.
Microscopy acquisition were performed using OLYMPUS FV1200.
ICP were performed using Acqknowledge software (Biopac System Inc., Goleta, CA, USA).

Data analysis

Image J software 1.51K was used to analyze most of the data including western blot, IHC, IF and contraction assay. Statistical tests were performed using excel (2019 MSO (16.0.14326.20450)). Flow cytometry data were analyzed using FlowJo V10.8.1 (M11c3c353YH92SCS). ICP were performed using Acqknowledge software (Biopac System Inc., Goleta, CA, USA). sn-RNA seq data analyzed using Seurat package 4.3.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single nucleus RNA sequencing data from rats and RNA sequencing data from mice can be accessed from the NCBI Gene Expression Omnibus database GSE208293 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208293>). The mouse genome (mm10) was downloaded from the FTP of the Ensembl database (https://asia.ensembl.org/Mus_musculus/Info/Index). All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. Source data are provided with this paper.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender	The patients are all male because our study field is based on erectile function
Population characteristics	The age of patients range from 18-80, and all the patients were diagnosed as erectile dysfunction. All the patients were treated by VED.
Recruitment	Our patients data were collected from the Department of Urology, Affiliated Hospital of Changchun University of Traditional Chinese Medicine, during 2020.1-2021.12. We collected these patients information under the below conditions. Patients Selection Reason 1. Subject inclusion criteria: a. male aged 18-80; b. General health; c. Consistent with the diagnosis of penile erectile dysfunction (ED); d. Have a history of ED for at least 6 months and did not use PDE5i within 4 weeks before VED treatment; e. The international erectile function score (IIEF-EF) is between 11 and 25; f. Stable heterosexual relationship at least 3 months before treatment; g. Patients with penile cancer who are to undergo partial penile resection and have normal penile erection. h. Patients with ED who have failed to receive conservative treatment and plan to receive penile prosthesis implantation. i. The subjects voluntarily agreed to participate and signed the informed consent. 2. Subject exclusion criteria: a. ED caused by psychopathological factors; b. Any unstable medicine, psychosis, spinal cord injury, penis anatomy abnormality; c. Arterial obstruction is located in common penile artery and cavernous artery; d. clinically significant chronic hematological diseases; e. Venous leakage has been confirmed; f. Poor blood pressure control (systolic blood pressure ≥ 160mmhg and diastolic blood pressure ≥ 100mmhg after treatment); g. Coagulation dysfunction and use of anticoagulants (such as Coumadin); h. Have participated in any other medical device or drug clinical research within three months;
Ethics oversight	The study was approved by the Affiliated Hospital of Changchun University of traditional Chinese Medicine ethics committee and complied with all relevant ethical regulations (License No. CCZYFYLL2019sz.063)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical method was used to predetermine sample size. For cell related assay, at least 100 cells were analyzed to determine YAP/TAZ levels, and the experiments had three biological independent times with similar results. For in vivo study, each experiments exhibited at least 3 biological replicates of mice or rats to confirm our results.

Data exclusions	We did not exclude any data.
Replication	All experiments were repeated three independent times with similar results.
Randomization	All experiments were randomized grouping.
Blinding	The experiments in our study are in a blind manner, such as ICP measure, VED treatments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems		Methods	
n/a	Involved in the study	n/a	Involved in the study
☐	☒ Antibodies	☒	☐ ChIP-seq
☐	☒ Eukaryotic cell lines	☐	☒ Flow cytometry
☒	☐ Palaeontology and archaeology	☒	☐ MRI-based neuroimaging
☐	☒ Animals and other organisms		
☒	☐ Clinical data		
☒	☐ Dual use research of concern		

Antibodies

Antibodies used	The antibodies used for western blot were: anti-YAP/TAZ (Santa Cruz Biotechnology, sc-101199 (1:1000)), anti-YAP1 antibody (Proteintech, Cat#13584-1-AP (1:300)), anti-WWTR1 antibody (ATLAS, Cat#HPA007415 (1:300)) and anti-ADM antibody (Abcam, Cat#ab190819 (1:300)) and anti-GAPDH (Millipore, MAB374 (1:30000)). The secondary antibodies were from Beyotime Biotechnology (anti-mouse: Cat# A0216 (1:500), anti-rabbit: Cat# A0208 (1:500)). Primary IF antibodies against YAP/TAZ (Santa Cruz Biotechnology Cat# sc-101199 (1:300)), phospho-MLC (Cell Signaling Technology Cat# 3671 (1:300)), αSMA (Abcam Cat# ab124964 (1:300)), PDGFRβ (Cell Signaling Technology Cat# 3169 (1:300)), CD31 (Cell Signaling Technology Cat# 77699 (1:300)), and phalloidin (PHDH1) were purchased from cytoskeleton. Secondary antibodies (1:300) were obtained from Beyotime Biotechnology (anti-mouse: Cat# A0460 and A0428, anti-rabbit: Cat# A0423 and A0453). Samples were counterstained with Prolong-DAPI (Molecular Probes, Life Technologies) to label cell nuclei. The antibodies for IHC were as follows: anti-YAP1 antibody (Proteintech, Cat# 13584-1-AP (1:300)), anti-WWTR1 antibody (ATLAS, Cat# HPA007415 (1:300)) and anti-ADM antibody (Abcam, Cat# ab190819 (1:300)).
Validation	anti-YAP/TAZ (Santa Cruz Biotechnology, sc-101199 (1:1000)) Validated for detecting cytoplasm and nucleus of SMCs anti-YAP1 antibody (Proteintech, Cat#13584-1-AP (1:300)) Validated for detecting nucleus of corpus cavernosum anti-WWTR1 antibody (ATLAS, Cat#HPA007415 (1:300)) Validated for detecting nucleus of corpus cavernosum anti-ADM antibody (Abcam, Cat#ab190819 (1:300)) Validated for detecting cytoplasm of SMCs anti-GAPDH (Millipore, MAB374 (1:30000)) used as the loading control anti-phospho-MLC (Cell Signaling Technology Cat# 3671 (1:300)) Validated for detecting cytoskeleton of SMCs anti-αSMA (Abcam Cat# ab124964 (1:300)) Validated for detecting cytoplasm of corpus cavernosum anti-PDGFRβ (Cell Signaling Technology Cat# 3169 (1:300)) Validated for detecting cytoplasm of corpus cavernosum anti-CD31 (Cell Signaling Technology Cat# 77699 (1:300)) Validated for detecting cytoplasm of corpus cavernosum

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	MOVAS(BNCC338213), HEK293T(CRL-3216), Primary penile smooth muscle cells were isolated by our lab.
Authentication	Cells were authenticated using the institut curie genotype validation
Mycoplasma contamination	All cells were routinely tested for Mycoplasma contamination. All cells used in this paper were mycoplasma-free.
Commonly misidentified lines<br>(See ICLAC register)	We did not use any mis-identified cell line.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57 BL/6 mice and SD rats were wide type background B6. FVB-Tg(Myh11-cre/ERT2)1Soff/J (Jackson lab: 019079). STOCK Wwtr1tm1Hmc Yap1tm1Hmc/WranJ (Jackson lab: 030532). Approximately 250 g male SD rats and 6- to 8-week-old male mice were used in this study.
Wild animals	This study did not involved wild animals.
Reporting on sex	The mice used in this study are male.
Field-collected samples	This study did not involved samples collected in the field.
Ethics oversight	All studies involving mice and rats were studied and operated followed by the rules of the Soochow University Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Smooth muscle cells were removed from the culture medium, washed twice with PBS, then incubated with 1μM Fluo-4 Am (S1060, Beyotime) in 37° incubator for 30-60 minutes. Then the cells were washed once with PBS, digested with trypsin and collected, finally resuspended with 500ul PBS, and tested by flow cytometry (FACSVerse, BD).
Instrument	BD FACSVerse. Code:Z6511550318.
Software	BD FACS Software
Cell population abundance	Post-sort analysis was performed to determine the purity of the sorted populations.
Gating strategy	Experimental samples were recorded by the mean/ medium fluorescence intensity in different groups.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

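The bulk RNA-seq of mouse SMCs was used, with 2 siCo and 2 siYAP/TAZ libraries. The 2 single-nucleus samples of rat penis were not analysed here. The authors aligned trimmed reads to mm10 and counted uniquely mapped reads per Ensembl gene with featureCounts, as the methods describe for RNA-seq of tissue. The sample labels name Trimmomatic, HISAT2 and mm10 without versions, and the strand setting and the Ensembl release are not given in the sources used here. Keeping only uniquely mapped reads lowers the counts of genes with near-identical copies.

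The authors deposited raw counts per gene and FPKM values, the latter being the count divided by the exonic length and by the total count of the library, rounded to 2 decimals. This formula gave the deposited value for all 55573 genes in both siCo libraries, and it was used to compute the FPKM of all 4 libraries from their counts. The 2 deposited FPKM columns of the siYAP/TAZ libraries could not be matched to single samples and were not used. Of 55630 rows, 57 name no gene. Of these, 56 are blank and 1 holds a list of 23 gene identifiers. They hold no counts and were left out. Of the gene identifiers, 99.83% are in GENCODE release M21 of GRCm38, and 99.68% of those have the same coordinates. The columns of the siCo libraries match the titles of their samples. Those of the siYAP/TAZ libraries show the group but not which sample each is, so they were used as 2 replicates of the group, and replicate 1 and 2 follow only their order in the table. Libraries of a group differed by more than sampling noise, with a chi-square per gene of 3.34 between the siCo libraries and 2.00 between the siYAP/TAZ libraries, so none was counted as a duplicate.

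Total counts were 17192309 to 18751368 per library, and 28498 genes had no count in any library. Counts were compared with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr with its default minimum count of 10, quasi-likelihood test without a replicate block, Benjamini-Hochberg adjustment, threshold 0.05), as set before the data were examined. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. For 24 gene lists, written before the data were examined but after Fig. 4a and Fig. S4 had been seen, members past the threshold were counted over all genes and over the list alone, and the lists were tested with camera (preset correlation of 0.01, and an estimated correlation as an alternative) and fry from limma 3.58.1. The result of 1 of these lists is not reported here. Genes named in the text are those the study names for this experiment, the 10 largest increases and decreases with at least 5 FPKM in the higher group and groups that do not overlap, up to 4 members of each list with the largest change and each member of the adrenomedullin list. Pde5a, Nt5e, Ifi27, Ccl5, Cxcl2 and Fcer1g were chosen after their values were seen. Ccl5 and Cxcl2 are the highest and the lowest of the NF-kB target genes that were tested. A few other genes are named because a test was run on them.

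Alternatives were DESeq2 1.42.0, other filters, limma on log2(FPKM + 1) with other pseudocounts, scalings and variance settings, a replicate block, and leaving out each library. Scaling by library totals, edgeR's robust option and the log2(FPKM + 1) scale for the differences between genes were added after seeing the data. The fits were tested on simulated data drawn for the 15479 genes of the siYAP/TAZ against siCo comparison, with 200 genes changed. edgeR recovered 83% of genes changed by 1 on the log2 scale and 99% of those changed by 2, and 1.09% of its calls were unchanged genes. Of 50 simulated lists of 30 unchanged genes, 0 had an unadjusted p under 0.05 in camera with either correlation and 2 had one in fry, and all 10 raised and all 10 lowered lists had one in each test. Genes were simulated independently of each other, and far fewer changed than were called in the data. The simulation therefore does not test lists of correlated genes or a change as broad as the one measured. Tables were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.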

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

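The test of the hypoxia pathway was chosen after its result was seen, and that of macrophage RNA after most macrophage markers were seen to have too few counts to be tested. The other tests were written down before their results were seen. Bootstrap intervals given below resample the genes of a list as if they were independent. They do not hold the spread between libraries. Groups of 2 libraries are too small for a search for outlying samples, and there is 1 contrast, so the results singled out are 7 gene lists that the paper does not report on in this experiment and that were higher in siYAP/TAZ than in siCo cells by camera with a preset correlation. The lower cell cycle lists and the decrease of Adm are weighed beside the interferon-stimulated genes. None of the 7 lists passed camera with an estimated correlation, where the adjusted p was 0.1198 for interferon-stimulated genes and pericyte markers (unadjusted p under 0.05), 0.2087 for endothelial markers and NO-cGMP signalling, 0.288 for fibroblast markers, 0.4353 for hypoxia and 0.5835 for extracellular matrix genes. That setting rests on 2 residual degrees of freedom, so these values alone do not show correlation between genes. The median log2 fold change was 0.85 for interferon-stimulated genes, 0.96 for fibroblast markers, 0.70 for pericyte markers, 0.56 for endothelial markers, 0.35 for NO-cGMP signalling, 0.31 for extracellular matrix genes and 0.13 for hypoxia genes.

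Interferon-stimulated genes were higher in 39 of 40 cases, and some genes of macrophages were higher too, with Mpeg1 at 10.2 FPKM against 1.04 in siCo cells, Lyz2 at 2.82 against 0.50, Fcer1g at 2.11 against 0.88 (a call lost in DESeq2 and without siYAP/TAZ replicate 2, with an adjusted p of 0.084 and 0.06728) and 4 of 5 tested macrophage markers. Macrophages would bring all their abundant transcripts, and this is argued against by a median of 0.1975 FPKM over Ptprc, Csf1r, Tyrobp, Fcer1g, Lyz2 and Cd74, with Cd74 at 0.05 FPKM against 0.065 and no count of Tyrobp, Adgre1, C1qa, C1qb or C1qc in any library. A trend with GC content, transcript length or expression level is argued against by a median of 0.8346 after that trend was removed (95% bootstrap interval from 0.67 to 0.97). Sensing of the siRNAs as foreign RNA stays open. Each siYAP/TAZ library received other siRNAs than the siCo libraries, and NF-kB target genes did not go one way. The median log2 fold change over 8 of them was 0.0361 (interval from -0.49 to 0.25), with Ccl5 highest at 0.90 and Cxcl2 lowest at -0.50. An effect of lower YAP/TAZ, which the design names, cannot be told apart from such sensing here.

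Of 30 S phase genes 29 were lower in siYAP/TAZ cells, and of 29 G2/M genes 26, with an adjusted p of 0.1198 and 0.288 in camera with an estimated correlation. Removing the trend with GC content, length and expression level left a median log2 fold change of -0.6613 over both lists (95% bootstrap interval from -0.71 to -0.61), which argues against that trend as the whole cause. Lower proliferation after loss of YAP/TAZ, or a difference in density between the cultures, was not tested.

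For the decrease of Adm, a seed match was searched because siRNAs can repress other transcripts through their seed. The annotated 3' UTR of Adm (652 bp) holds 0 sites of 7 bases for the seeds of the 6 siRNAs, while 1 such site, for YAP#2, lies elsewhere in the transcript. The seeds searched were those of the strands that pair with Yap1 or Wwtr1. This argues against repression through sites of that kind in the 3' UTR. Shorter sites and the opposite siRNA strands were not searched. Adm is also a known target of the hypoxia pathway, but the median log2 fold change of 31 other hypoxia genes was 0.1261 (95% bootstrap interval from 0.08 to 0.19). This argues against lower activity of that pathway as the cause, in a test chosen after its result was seen. Regulation by YAP/TAZ, directly or through other genes, stays open from these libraries alone. The paper has other evidence on it that was not re-analysed here. It reports lower Adm after siRNA knockdown of YAP/TAZ in further experiments (Fig. 4b, Fig. S4c). Lower ADM is reported by western blot after Cre knockout of YAP/TAZ in cultured SMCs (Fig. 4c). In Y/T cKO mice it is reported by immunohistochemistry (Fig. 4e). The paper also reports binding of YAP to the Adm promoter by ChIP-PCR (Fig. 4d), and cites a YAP1 ChIP-seq database for ADM as a potential target.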

How the results depend on the processing

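The alternatives were set before the data were examined except library totals without TMM, edgeR's robust option and log2(FPKM + 1) for the differences between genes. The decreases of Adm, Ccn1, Ankrd1, Amotl2 and Ptx3 kept their direction and passed the test under each alternative that tested them, with a log2 fold change of Adm from -2.95 to -2.78 when each library was left out in turn. Requiring a mean of at least 5 FPKM gave 2702 genes higher and 2730 lower, of which 317 and 146 by at least 2-fold, since only 7971 genes were then tested. In limma on log2(FPKM + 1), genes higher and lower by at least 2-fold numbered 349 and 178, 344 and 181 without a filter, 219 and 135 with a mean of at least 5 FPKM, 405 and 147 with TMM, 371 and 160 with quantile normalization, 343 and 175 with the robust option, and 346 and 178 without trend. With a pseudocount of 0.1 and 0.01, 554 and 585 genes were higher by at least 2-fold. A pseudocount of 1 shrinks the changes of low genes by its construction. Genes higher at any size numbered 2604 without a filter and 2113 with a mean of at least 5 FPKM in limma, and in the latter 39.58% of called genes were higher, against 49.94% in edgeR. With library totals without TMM this share was 44.24%. DESeq2 called 3042 genes higher and 3134 lower. Between 7110 and 8316 genes passed with 1 library left out, where the lone library of a group is assumed to vary like the others. Without siCo replicate 1 or 2, with the replicate block and without a filter on low counts, edgeR estimated infinite prior degrees of freedom (18.6 in the test reported), so that the spread was taken from the trend over all genes and a gene's own spread had no weight. Calls under these settings therefore rest on that assumption.

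Of 24 gene lists 15 passed with the preset correlation and 0 with an estimated correlation, and 19 passed fry. The setting with an estimated correlation also takes its p-values from 2 residual degrees of freedom. The log2 difference between Adm and Ankrd1 was 0.9675 with a pseudocount of 0.1 on FPKM, 0.0694 with TMM on log2(FPKM + 1) and 0.0493 on log2(FPKM + 1). That between Adm and Amotl2 was 0.0483 and 0.0428 under the last 2 of these. Of 2108 comparisons under an alternative, over 123 other genes, 2036 kept their call or lack of one, 54 lost it and 18 gained it, 4 of them (Kif11, Calca, Calcb and Krt5) with the replicate block. No gene that passed in the main fit or in the alternative turned its direction. Changes of sign in genes that passed in neither were not counted. With the number that ends each column's name as a replicate block, edgeR called 4440 genes higher and 4428 lower, of which 1116 and 498 by at least 2-fold, and 15 lists passed. These numbers tie no siYAP/TAZ column to a sample, and same-numbered libraries did not deviate together (correlation across genes of 0.0077). So few libraries cannot exclude a shared batch, and only the shared number is known. At 17192309 to 18751368 counts per library, genes with a few counts, such as Gm22571, were left out of the test by the filter on low counts.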

Differences from the paper's values

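No value of the paper for this experiment differed from the one computed here by more than the set limits. The paper's value for Adm is approximately 7-fold, and the ratio of mean FPKM was 7.5, from 7.08 to 7.96 with each library left out in turn.

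The paper describes the decrease of Adm as of a magnitude like that of Cyr61, Ankrd1, Amotl2 and Ptx3. The ratio of mean FPKM was 3.51 for Ccn1 (Cyr61), 16.5 for Ankrd1, 8.92 for Amotl2 and 7.48 for Ptx3. The 95% interval of the log2 difference to Adm included 0 for Amotl2 and Ptx3, and did not for Ccn1 (difference -1.10) or Ankrd1 (difference 1.14). On log2(FPKM + 1), a scale chosen after seeing the values, the difference to Ankrd1 was 0.05, and with TMM on that scale, set before the data were examined, it was 0.07. With a pseudocount of 0.1 it was 0.97. The difference to Ccn1 was -1.07, -1.07 and -1.10 under these settings.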

Other observations

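Receptor genes of the adrenomedullin pathway moved in different directions. Calcrl, the receptor that binds adrenomedullin together with a Ramp protein, rose from 8.78 to 20.9 FPKM (log2 fold change 1.30, standard error 0.0564, adjusted p = 3.989e-14 from edgeR), and Ramp2 rose by 0.97 (standard error 0.136, adjusted p = 3.227e-06). Ramp3 fell, as given beside Fig. S4. Ramp1, near 0.6 FPKM or lower, had an adjusted p of 0.02481 that was lost in DESeq2 (0.1864) and with any library left out. Over its alternatives the adjusted p ran from 0.01698 to 0.1864. Adm2, Calca, Calcb and Ackr3 did not pass. Calca, with an adjusted p of 0.05165, passed without siCo replicate 1 (0.005476), without a filter on low counts (0.03775), with the replicate block (0.04759), with library totals (0.04359) and with edgeR's robust option (0.04624), and over its alternatives the adjusted p ran from 0.005476 to 0.5606. Calcb, with an adjusted p of 0.07525, passed without siCo replicate 2 (0.001285), with a mean of at least 5 FPKM (0.03294) and with the replicate block (0.02914), and over its alternatives the adjusted p ran from 0.001285 to 0.6827. Of 19 tested genes of NO-cGMP signalling 12 were higher and 4 lower, also when adjusted over the list alone. Nos2 rose from 14.5 to 49.3 FPKM and Nos3 from 2.71 to 8.70 FPKM, while Npr3 fell from 1.51 to 0.455 FPKM (camera adjusted p = 0.005709 for the list, adjusted p = 0.2087 with an estimated correlation). Pde5a, the target of PDE5i, had a log2 fold change of 0.28 (standard error 0.105, adjusted p = 0.02669 from edgeR), a call that was lost in DESeq2, in limma, with library totals, without siCo replicate 2 (0.1702) and without siYAP/TAZ replicate 1 (0.09925) or 2 (0.08279). Over its alternatives the adjusted p ran from 0.0174 to 0.338.

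Of the other lists, the broader YAP signature had 34 of 56 genes lower and 16 higher, and Hippo pathway genes 16 of 29 lower and 7 higher. Their adjusted p from camera was 1.166e-12 and 5.556e-07, and for both the adjusted p was 0.1198 with an estimated correlation. cAMP signalling had 13 higher and 8 lower of 29, and calcium handling 10 higher and 7 lower of 32. AP-1 factors had 2 higher and 4 lower of 11, and p53 targets 4 higher and 10 lower of 20. These 4 did not pass camera, nor did the adrenomedullin list (2 higher and 3 lower of 9). The AP-1, p53 and adrenomedullin lists passed camera as lower with DESeq2's statistics. Without siCo replicate 1 the adrenomedullin list (adjusted p = 0.03207) and the p53 list (adjusted p = 0.01699) passed too, and the p53 list also without a filter on low counts, in limma without a filter and with library totals. Over the alternatives the adjusted p ran from 0.02444 to 0.55 for AP-1, from 0.009136 to 0.5835 for p53 and from 0.005302 to 0.979 for the adrenomedullin list. Extracellular matrix genes had 27 higher and 11 lower of 44, and hypoxia genes 16 higher and 4 lower of 31. Their adjusted p from camera was 0.003007 and 0.00525, and the adjusted p was 0.5835 and 0.4353 with an estimated correlation. When adjusted over the list alone, 8 Hippo genes, 14 cAMP genes and 17 hypoxia genes were higher, 4 adrenomedullin genes and 12 matrix genes were lower, and the other counts given here were the same. Among markers of other cell types, higher and lower genes numbered 2 and 2 of 5 for Schwann cells and 2 and 1 of 6 for epithelium, and 4 of 5 macrophage markers were higher. The adjusted p from camera was 0.8132 for Schwann cells, 0.2203 for epithelium and 0.1476 for macrophages. Epithelial markers passed as higher in limma on log2(FPKM + 1) and with smaller pseudocounts, but not without a filter, with TMM or with quantile normalization (adjusted p from 0.03991 to 0.5835 over the alternatives), and macrophage markers passed as higher without a filter on low counts, in limma without a filter and in limma with smaller pseudocounts (from 0.01889 to 0.5835). The fibroblast and endothelial lists also held 1 and 2 lower genes. For Schwann cells the median (0.86) was above 0 and camera pointed lower.

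The sources name the cells either as primary penile SMCs or as an aortic line. The hypothesis, written before these values were seen, was that cells from the penis, a posterior organ, express Hox genes of group 13. Hoxd13 had a mean of 41.622 FPKM over the 4 libraries and Hoxa13 one of 9.54 FPKM, while Hoxb13 was at 0.0275 FPKM. These levels are consistent with cells of posterior origin. An aortic line was not measured here, so the test does not show what such a line expresses, and it does not settle which name is right.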
